# Transcriptomic analysis of *Sorghum bicolor* responding to combined heat and drought stress

**DOI:** 10.1186/1471-2164-15-456

**Published:** 2014-06-10

**Authors:** Stephanie M Johnson, Fei-Ling Lim, Aliza Finkler, Hillel Fromm, Antoni R Slabas, Marc R Knight

**Keywords:** Combined stress, Drought, Heat, Microarray, Sorghum, Transcriptomics

## Abstract

**Background:**

Abiotic stresses which include drought and heat are amongst the main limiting factors for plant growth and crop productivity. In the field, these stress types are rarely presented individually and plants are often subjected to a combination of stress types. *Sorghum bicolor* is a cereal crop which is grown in arid and semi-arid regions and is particularly well adapted to the hot and dry conditions in which it originates and is now grown as a crop. In order to better understand the mechanisms underlying combined stress tolerance in this important crop, we have used microarrays to investigate the transcriptional response of *Sorghum* subjected to heat and drought stresses imposed both individually and in combination.

**Results:**

Microarrays consisting of 28585 gene probes identified gene expression changes equating to ~4% and 18% of genes on the chip following drought and heat stresses respectively. In response to combined stress ~20% of probes were differentially expressed. Whilst many of these transcript changes were in common with those changed in response to heat or drought alone, the levels of 2043 specific transcripts (representing 7% of all gene probes) were found to *only* be changed following the combined stress treatment. Ontological analysis of these ‘unique’ transcripts identified a potential role for specific transcription factors including MYB78 and ATAF1, chaperones including unique heat shock proteins (HSPs) and metabolic pathways including polyamine biosynthesis in the *Sorghum* combined stress response.

**Conclusions:**

These results show evidence for both cross-talk and specificity in the *Sorghum* response to combined heat and drought stress. It is clear that some aspects of the combined stress response are unique compared to those of individual stresses. A functional characterization of the genes and pathways identified here could lead to new targets for the enhancement of plant stress tolerance, which will be particularly important in the face of climate change and the increasing prevalence of these abiotic stress types.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-456) contains supplementary material, which is available to authorized users.

## Background

Adverse environmental conditions result in substantial losses to agricultural food production worldwide. In particular, abiotic stresses, which include drought, heat and salinity, are amongst the biggest constraints on crop productivity [1, 2]. These types of abiotic stress are, however, rarely presented individually and crops are often subjected to simultaneous adverse conditions, particularly in arid and semi-arid regions of the world [3]. Such combined stress has been shown in Sorghum, wheat and other grass crops to have an even greater detrimental impact on plant productivity than when each stress is imposed individually [4–6]. Land area affected by combined stress is likely to increase given the anticipated climate changes [7]. The co-incidence of heat and drought stress is therefore likely to become an increasingly common scenario in the future.

As a result of their sessile nature, when faced with adverse conditions, plants alter their biochemical and molecular machinery in order to adapt to the change in their environment. Following the perception of the stress, a signal is relayed to the nucleus *via* complex cellular signalling networks involving second messengers such as reactive oxygen intermediates (ROIs) and calcium, calcium-associated proteins and kinase cascades such as mitogen-activated protein (MAP) kinase cascades [8–11]. This leads to the activation of transcriptional pathways which in turn may lead to changes in the flow of metabolites, induction of stress tolerance genes and physiological changes associated with protection from cellular damage [8–11]. Examples of stress tolerance genes include molecular chaperones such as Late Embryogenesis Abundant (LEA) proteins and Heat Shock Proteins (HSPs) which act to protect proteins and membranes [1]. The changes in response to stress at the transcriptomic level must be modulated both rapidly and with specificity to the particular stress encountered and are of key importance for a plant response which is tailored to its environment.

An analysis of changes at the transcript level can be used to identify new signaling proteins and metabolic processes which are important for providing stress tolerance to plants. The transcriptional response to heat or drought stresses imposed on their own has been extensively studied in a number of plant species [12–15]. These studies have identified particular processes required for stress tolerance. Interestingly, it has been found that a combination of drought and heat stress in Arabidopsis and tobacco results in a unique transcriptional response which cannot simply be extrapolated from the effect of each stress imposed individually [16–18]. Plants therefore have novel responses when presented with combined stress.

Sorghum (*Sorghum bicolor L. Moench*.) is a grain crop which is grown in the arid and semi-arid regions of South Africa, Australia, India and America. It is grown primarily as a food source and is the dietary staple for more than 500 million people [19]. Given that Sorghum thrives under conditions of low water availability and high temperatures it is an excellent model for the study of transcriptomic changes induced to enable tolerance to drought and heat stress. A wealth of research has been performed on Sorghum physiology in order to select for agriculturally beneficial traits, however, until recently molecular characterization has been relatively limited. This has been facilitated in recent years by the sequencing of the Sorghum genome [20]. The transcriptomic response of Sorghum to osmotic stress, induced by PEG, has been reported [21, 22] however there are no published reports using *bona fide* drought-treated samples. No transcriptomic analyses of heat responses or combined heat and drought responses in Sorghum have yet been reported.

Given the previously observed unique transcriptional response to combined stress in Arabidopsis and tobacco, we have investigated changes in gene expression which occur following a similar treatment in Sorghum. The aim of this was to identify important processes/responses required for combined stress tolerance in this important crop particularly adapted to hot and arid environments, as it might offer insight not gained from other species. We have used custom-designed microarrays containing 28585 gene probes based on the latest genome annotations at the time of printing. We have identified sets of genes which are differentially expressed in response to each treatment type, as well as demonstrating that there is specificity of gene expression; specific genes being up- and down-regulated only in response to combined (but not individual) stress. Analysis of these genes suggests that specific processes *e.g.* polyamine synthesis might be involved in tolerance to combined heat and drought stress in Sorghum. This study will be useful for not only improving our understanding of basic stress tolerance mechanisms but also in the development of new stress tolerant Sorghum cultivars.

## Results

### Transcriptomic analysis of Sorghum subjected to drought, heat and combined drought and heat stress

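Leaf RNA from 4 groups of Sorghum bicolor seedlings was labelled with 1 dye and hybridized to Agilent arrays, with 3 arrays per group. The groups were well-watered plants kept at 28°C (control), plants left without water for 3 days (drought), well-watered plants exposed to 50°C over 3 h (heat) and plants given both treatments (combined stress). Each array carried 45220 spots, of which 1417 were control spots, and the other 43803 spots held 28785 probes for 28587 transcripts. The 12 arrays lay on 3 slides, and each slide held 1 array of every group, so that arrays with the same replicate number shared a slide. The median signal of an array over these spots ranged from 413 to 542 (median 439) in control, from 448 to 512 (457) in drought, from 365 to 434 (399) in heat and from 222 to 298 (236) in combined stress. The median share of spots well above background was 77.4% in control, 79.7% in drought, 78.4% in heat and 77.4% in combined stress. The number of arrays limits the precision of every comparison.

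The authors extracted the data from the scanned images with Agilent Feature Extraction software, which gives each spot a background-corrected intensity and flags spots that are not well above background, not uniform or unlike the repeats of their probe. They deposited these intensities for each array, without normalization, and a table of normalized log2 values. For the values given here, the log2 of the processed signal had the 75th percentile of its array subtracted, and the spots of a probe were averaged. Where a transcript had several probes, as 108 did, the brightest on average was used. A transcript counted as detected on an array when every spot of its probe was well above background and carried no outlier flag. The fold rule, taken from the methods of the paper, counts a transcript as changed when it differed by over 2-fold, in 1 direction, from the control array of the same replicate number in all 3 replicates, and was detected on all 3 arrays of control or of the treatment. The fold rule does not weigh the spread between replicates, so the log2 values were also fitted with limma over all 12 arrays, for the 22546 transcripts detected on all 3 arrays of at least 1 group. A limma call needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 ratio beyond 1. The main limma fit does not use the pairing of arrays by replicate number. The replicate block is an alternative fit that does. Where the dimmer group was not well above background on all of its arrays, only a bound on the change is known, and it is given as at least N-fold. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest signal well above background and the signal of the probe itself, all as normalized log2 values. The array files name transcripts by their own numbers, and 2963 of them were joined to Sb identifiers by matching the fold changes per replicate in Tables S1, S3, S4 and S6 to the deposited normalized values, or through Table 6. Of Table S4 the first 1998 of the 5171 rows were read, and of Table S6 the first 491 of the 1694 rows.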

To investigate the changes in gene expression which occur in Sorghum subjected to heat and drought stresses either on their own, or in combination, we carried out transcriptomic analyses using DNA microarrays (Agilent Technologies Ltd) containing 28585 unique gene probes. Drought stress was administered to seedlings by withdrawing water from 14 days after sowing (DAS) whilst the remaining (control) plants were well-watered. Heat shock was carried out by subjecting the seedlings to 50°C for 3 hours, compared to a control treatment of 28°C. The heat shock was conducted at the point at which F_v_/F_m_, which gives an indication of photosynthetic efficiency [23, 24], first started to significantly drop in the drought stressed plants, with respect to the well-watered controls. This was at around 3 days following water withdrawal (Additional file 1: Figure S1). In this way we were able to ensure that the drought stressed plants were experiencing *bona fide* stress when the combined treatment was executed.

### Gene expression responses to drought

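By the fold rule, 967 transcripts rose and 216 fell in drought, or 4.14% of the transcripts on the array. In 201 of the rises and 74 of the falls, the dimmer group was not well above background on all 3 arrays. The median log2 ratio was 2.50 for the rises and -1.92 for the falls, and 2.46 and -1.77 with such transcripts at their bound. The size of the response differed between replicates. The rises had a median log2 ratio of 2.46 in replicate 1, 1.74 in replicate 2 and 3.31 in replicate 3, and the falls had medians of -1.51, -1.25 and -2.92. Without replicate 2, where the ratios were smallest, 2035 transcripts rose and 1326 fell, compared with 1045 and 420 without replicate 1 and 984 and 264 without replicate 3. Among the other alternatives, a fold threshold of 3 moved the count of falls most, to 29, with 507 rises. limma called 947 transcripts up and 171 down, and 728 and 63 of these were also past the fold rule. With the replicate number as a block, limma called 1556 up and 678 down. The limma counts were 69 and 1 without replicate 1, 1526 and 470 without replicate 2, and 216 and 11 without replicate 3. Among transcripts detected in both groups, the largest mean fall was that of KCS5 (Sb10g009450.1), a fatty acid elongase, with a log2 ratio of -3.78 ± 2.24 (SD, n = 3, limma adjusted p = 0.011). The fall of KCS5 was no longer past the limma threshold without replicate 1 (-4.14) or replicate 3 (-2.53).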

As shown in Figure 1 966 Sorghum transcripts were up-regulated and 224 were down-regulated by greater than 2-fold following drought stress only when compared to the untreated plants, equating to approximately 4% of the genes on the chip. Amongst the most highly elevated transcripts are those encoding Late Embryogenesis Abundant (LEA) proteins. 

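Table S1 annotates 14 of its transcripts as LEA proteins, dehydrins included. All 14 passed the fold rule in drought and had a mean ratio above control under every scaling tried. Table S1 holds transcripts that passed the paper's own rule on these arrays, so neither result is an independent test. Their median log2 ratio was 6.04, or 5.17 with 7 of them at their bound, and the other 7 ranged from 2.70 to 9.43. Ordered by mean log2 ratio, 8 of the 14 were among the 100 largest rises and their median rank was 78. The fold rule also took 12 of the 14 as up in combined stress and 4 as up in heat. The highest measured ratio was that of Sb09g027110.1, at 9.43 ± 0.87 (SD, n = 3) in drought and 9.58 ± 0.59 in combined stress, with limma adjusted p = 6.4e-05 and 6.9e-06. In heat its log2 ratio was -0.02 ± 0.96, which does not stand out from the spread between replicates (limma adjusted p = 0.98).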

Other highly elevated genes include *P5CS2,* which is involved in the metabolism of the compatible solute proline [25] and HKT1, a sodium ion transmembrane transporter involved in maintaining cellular Na^+^ homeostasis [26] (Additional file 1: Table S1). 

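P5CS2 (Sb03g039820.1) had a log2 ratio of 5.83 ± 0.95 (SD, n = 3) in drought and 5.96 ± 1.03 in combined stress, with limma adjusted p = 4.6e-04 and 5.5e-05. In heat the ratio of P5CS2 was 1.24 ± 0.32, with limma adjusted p = 0.145, or 0.0298 with the replicate block. The drought change of P5CS2 was 5.64 without replicate 1 and was then no longer past the limma threshold. HKT1 (Sb06g027900.1) was not well above background on any control array. It was at least 27.1-fold higher in drought, at least 18.6-fold higher in combined stress and at least 1.58-fold higher in heat, with limma adjusted p = 0.0010, 2.4e-04 and 0.023. In drought HKT1 was no longer past the limma threshold without replicate 1 (fitted log2 ratio 6.62) or without replicate 3 (6.52).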

Of the top 100 up and down regulated transcripts however, 15 encode proteins of unknown function (Table 1). 

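Ordered by average fold, the 100 largest changes in drought were all rises, and all 100 are listed in Table 1. The supplementary annotation names 14 of them as unknown proteins and gives none for another 18, and Table 1 labels 33 as unknown proteins. Control was not well above background on all 3 arrays for 57 of the 100, and on none for 30, so that part of this order rests on signals near background. The largest lower bound was that of Sb01g046000.1, annotated as an unknown protein and well above background on 2 of the 3 control arrays. It was at least 2222-fold higher in drought, at least 1752-fold higher in combined stress and at least 4.18-fold higher in heat, with limma adjusted p = 8.6e-06, 1.1e-06 and 0.013.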

In order to further explore the biological processes and molecular functions which are enriched within this (drought-regulated) gene set relative to the background genome, gene ontology (GO) analysis was carried out (Figure 2). In total, 92 GO categories exhibited significant enrichment in the drought up-regulated genes based upon a corrected p-value cut-off of 0.05 (Additional file 1: Table S2). As would be expected, the analysis shows an enrichment of genes involved in response to stress and in particular response to water deprivation. Genes associated with response to ABA are also enriched within the data set which is not surprising given the central role of ABA in the drought stress response [27]. Other examples of enriched GO categories include regulation of photosynthesis, fluid transport and amino acid metabolism (Figure 2a). Promoter motif analysis was carried out to identify promoter motifs which are enriched within the drought data set. As can be seen in Figure 3, the most highly represented promoter motif in the 966 drought up-regulated genes was similar to the abscisic acid response element (ABRE): (C/T)ACGTGTC.

**Figure 1:**
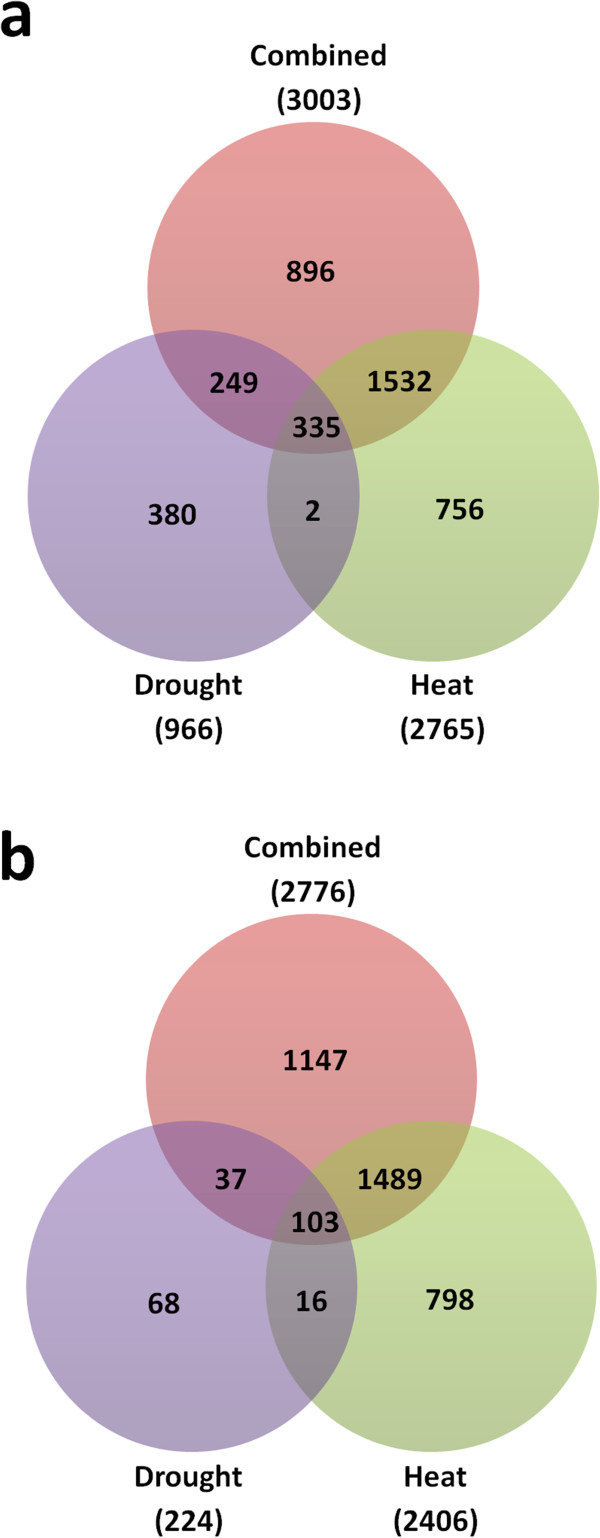
**Venn diagrams showing the number of transcripts up-regulated (a) or down-regulated (b) by either heat, drought or combined heat and drought treatments in Sorghum leaf tissue (compared to control non-stressed plants).** Only transcripts with a change of >2 fold in all 3 replicates were included.

**Table 1:** **Top 100 genes differentially expressed in response to drought (based on average absolute fold change) compared to control unstressed plants**

SbID	Annotation	Average fold change (Abs)	Regulation
Sb01g046000.1	Unknown protein	2900.8	Up
Sb03g029830.1	Unknown protein	1243.2	Up
Sb10g028640.2	Unknown protein	1074.9	Up
Sb07g021850.1	Uknown protein	1066.6	Up
Sb01g046490.1	LEA protein	924.5	Up
Sb09g027110.2	unknown protein	865.4	Up
Sb07g000520.1	CYP71A25	829.8	Up
Sb09g027110.1	LEA protein	776.7	Up
Sb03g001130.1	AAA-type ATPase family protein	669.0	Up
Sb07g023010.1	AMY1 (ALPHA-AMYLASE-LIKE)	586.6	Up
Sb03g011090.1	ATECP63 (EMBRYONIC CELL PROTEIN 63)	570.9	Up
Sb06g004280.1	Transketolase	564.8	Up
Sb02g013190.1	Unknown protein	539.5	Up
Sb02g043300.1	HB-3; transcription factor	520.6	Up
Sb03g034280.1	ATNADP-ME1 (NADP-malic enzyme 1)	467.0	Up
Sb01g012640.1	PAP85; nutrient reservoir	447.1	Up
Sb07g003040.1	Tyrosine decarboxylase	444.5	Up
Sb03g032380.2	Unknown protein	407.1	Up
Sb03g043410.1	Unknown protein	385.5	Up
Sb09g021016.1	AP2 domain-containing transcription factor, putative	383.3	Up
Sb01g009730.1	Unknown protein	367.4	Up
Sb08g023230.1	Unknown protein	367.4	Up
Sb07g003010.1	Tyrosine decarboxylase	349.8	Up
Sb04g031810.1	Unknown protein	348.0	Up
Sb01g037560.1	Mitochondrial import inner membrane translocase subunit Tim17/Tim22/Tim23 family protein	308.4	Up
Sb04g009130.1	LEA domain-containing protein	306.7	Up
Sb01g038670.1	Hydrophobic protein, putative	280.8	Up
Sb01g037560.2	Unknown protein	278.9	Up
Sb03g036980.1	DC1 domain-containing protein	272.5	Up
Sb04g023920.1	UGT85A2 (UDP-glucosyl transferase 85A2)	267.0	Up
Sb09g018420.1	RAB18 (RESPONSIVE TO ABA 18)	264.6	Up
Sb01g050670.1	OLEO1 (OLEOSIN 1)	251.3	Up
Sb08g005220.1	Unknown protein	223.5	Up
Sb10g003700.1	XERO1 (DEHYDRIN XERO 1)	217.0	Up
Sb05g003200.1	Unknown protein	209.3	Up
Sb04g033380.1	HB-7 (HOMEOBOX 7)	192.7	Up
Sb02g006320.1	SIP2 (seed imbibition 2)	190.0	Up
Sb04g021000.1	SAG29 (SENESCENCE-ASSOCIATED PROTEIN 29)	187.4	Up
Sb03g028870.1	KING1 (SNF1-RELATED PROTEIN KINASE REGULATORY SUBUNIT GAMMA 1)	185.3	Up
Sb03g029890.1	PP2CA (PROTEIN PHOSPHATASE 2CA)	184.4	Up
Sb07g026340.1	F-box family protein	179.9	Up
Sb02g034590.1	Aconitate hydratase	177.5	Up
Sb03g030050.1	GBF3 (G-BOX BINDING FACTOR 3)	172.8	Up
Sb06g027900.1	HKT1 (HIGH-AFFINITY K + TRANSPORTER 1)	155.9	Up
Sb10g028640.1	WIN2 (HOPW1-1-INTERACTING 2)	155.3	Up
Sb05g016880.1	unknown protein	147.6	Up
Sb06g001720.1	HAB1 (HOMOLOGY TO ABI1)	144.1	Up
Sb07g015410.1	LEA protein	134.3	Up
Sb06g034080.1	phosphatidylinositol-4-phosphate 5-kinase family protein	131.4	Up
Sb07g021840.1	unknown protein	130.5	Up
Sb03g032230.1	S-adenosyl-L-methionine:carboxyl methyltransferase family protein	129.4	Up
Sb05g005480.1	CYP71B2 (CYTOCHROME P450 71B2)	129.0	Up
Sb04g032890.1	Unknown protein	128.1	Up
Sb04g008300.1	HSFC1	127.0	Up
Sb06g033420.1	Unknown protein	118.5	Up
Sb04g037900.1	DNA-binding family protein	114.9	Up
Sb03g007420.1	Unknown protein	113.3	Up
Sb04g017790.1	LEA protein	105.7	Up
Sb03g012500.1	Mitochondrial import inner membrane translocase subunit Tim17/Tim22/Tim23 family protein	105.6	Up
Sb03g030050.2	Unknown protein	100.8	Up
Sb08g009120.1	Unknown protein	99.0	Up
Sb03g036040.1	HMT2 (HOMOCYSTEINE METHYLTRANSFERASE 2)	93.5	Up
Sb01g017695.1	LTI65 (LOW-TEMPERATURE-INDUCED 65)	91.2	Up
Sb01g036790.1	ECP63 (EMBRYONIC CELL PROTEIN 63)	90.3	Up
Sb06g019610.1	PFK2 (PHOSPHOFRUCTOKINASE 2)	89.6	Up
Sb10g002440.1	Unknown protein	89.2	Up
Sb07g003720.1	TT7 (TRANSPARENT TESTA 7)	89.2	Up
Sb01g039890.1	Protein phosphatase 2C	88.0	Up
Sb04g020543.1	RXF12	86.6	Up
Sb09g023040.1	Phosphatidylethanolamine-binding family protein	86.4	Up
Sb02g004640.1	Unknown protein	85.4	Up
Sb10g000930.1	LEA groUp 1 domain-containing protein	85.2	Up
Sb06g025580.1	unknown protein	84.9	Up
Sb09g006220.1	basic helix-loop-helix (bHLH) family protein	84.6	Up
Sb01g043910.1	HB40 (HOMEOBOX PROTEIN 40)	82.8	Up
Sb02g004560.1	Unknown protein	82.6	Up
Sb06g020045.1	C2 domain-containing protein	80.2	Up
Sb06g027090.1	MLP423 (MLP-LIKE PROTEIN 423)	80.1	Up
Sb03g041320.1	Unknown protein	79.9	Up
Sb09g018630.1	ERF1-2 (EUKARYOTIC RELEASE FACTOR 1–2)	78.6	Up
Sb04g000620.1	BETAFRUCT4; beta-fructofuranosidase	77.7	Up
Sb06g025570.1	Unknown protein	76.2	Up
Sb02g010080.1	AWPM-19-like membrane family protein	74.1	Up
Sb06g025450.1	Unknown protein	72.6	Up
Sb03g032380.1	LEA protein	72.1	Up
Sb09g024255.1	EDL3 (EID1-like 3)	71.2	Up
Sb02g025810.1	Subtilase family protein	70.9	Up
Sb03g006690.1	Unknown protein	70.6	Up
Sb01g030345.1	Plant EC metallothionein-like family 15 protein	70.3	Up
Sb04g016960.1	Unknown protein	69.8	Up
Sb03g039820.2	Unknown protein	69.1	Up
Sb10g008130.1	FTSH6 (FTSH PROTEASE 6)	66.3	Up
Sb01g005110.1	SHY2 (SHORT HYPOCOTYL 2)	66.3	Up
Sb03g039820.1	P5CS2 (DELTA 1-PYRROLINE-5-CARBOXYLATE SYNTHASE 2)	64.4	Up
Sb06g033100.1	Unknown protein	63.9	Up
Sb03g013660.1	Unknown protein	63.1	Up
Sb01g048120.1	Transcription activator-related	60.3	Up
Sb01g020830.1	Peroxidase, putative	59.5	Up
Sb09g020240.1	proton-dependent oligopeptide transport (POT) family protein	59.3	Up
Sb03g035570.1	serine protease inhibitor	58.9	Up

**Figure 2:**
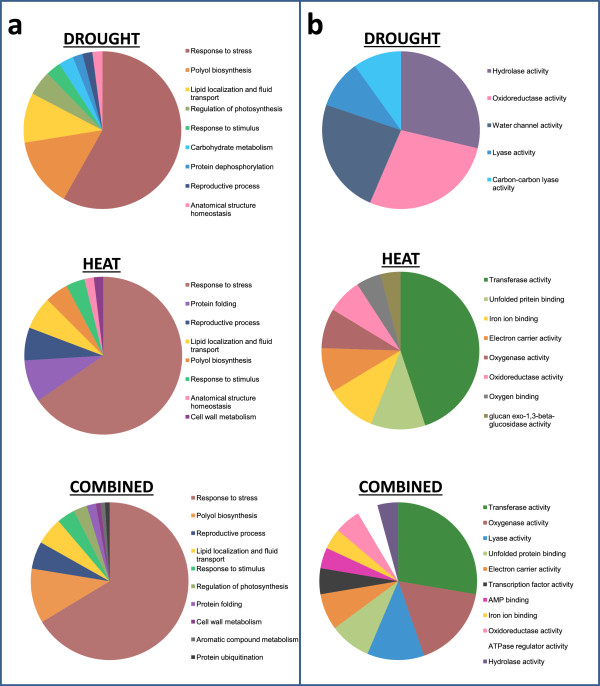
**Pie charts showing summarised Gene Ontology (GO) analysis of the total gene sets responding to either drought, heat or combined drought and heat stress. (a)** shows biological process GO terms and **(b)** shows molecular process GO terms. Only GO terms enriched with a p value of <0.05 were selected and summarized using REVIGO (see methods). Detailed breakdowns of the ontologies are available in Additional file 1: Tables S2, S5 and S8.

**Figure 3:**
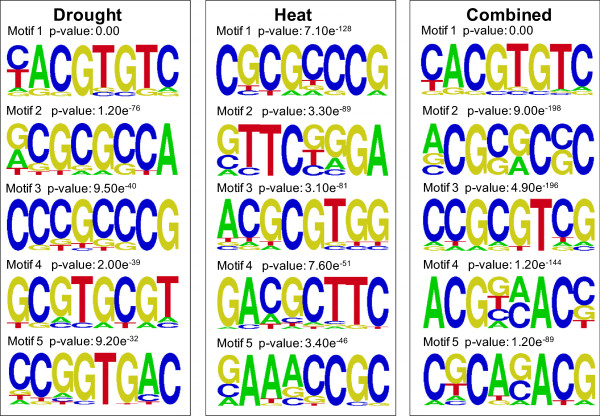
**Most significantly enriched sequences found in promoters of genes up**-**regulated in response to drought (left), heat (centre) and combined heat and drought (right).** Figure shows top 5 statistically-significant consensus sequences generating using AMADEUS and enoLOGOS. Probability values representing significance of enrichment (calculated as described in Methods) are shown for each motif.

Three hundred and eighty transcripts were found to be up-regulated exclusively in response to drought stress i.e. were not also up-regulated in response to heat, or heat and drought in combination (Figure 1a). This was validated by carrying out qPCR on selected genes and is exemplified by *Sb01g021320* (Figure 4a). These 380 genes include examples associated with lipid transport such as a number of lipid transfer proteins (LTPs) and genes involved with the regulation of cell size such an expansin (see Additional file 1: Table S3 for full gene lists). 

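By the fold rule, 250 transcripts rose in drought and in neither other treatment, and 379 rose in drought and combined stress but not in heat. The median log2 ratio of the 250 was 2.00 in drought, 1.10 in combined stress and -0.41 in heat. Over the 179 of them that were well above background on all 12 arrays, the medians were 1.93, 1.07 and -0.48. In combined stress 234 of the 250 were above control and 139 were over 2-fold up on average, and 14 were over 2-fold up in all 3 replicates but were not detected on all 3 combined arrays. A direct limma test of combined stress against drought found 70 of the 250 lower in combined stress, or 110 with the replicate block. Without replicate 2 the set grew to 497, and with a ceiling of 1.5-fold in both other treatments it shrank to 52. The falls in drought alone numbered 64, or 138 without replicate 1 and 458 without replicate 2, and 22 of the 64 were less changed in combined stress by the same test.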

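The probe of Sb01g021320.1, annotated as a LEA protein, was well above background on all 3 drought arrays, on 1 of the 3 combined arrays and on no control or heat array. It was at least 10.8-fold higher in drought than in control (limma adjusted p = 5.5e-04). Without replicate 1 the change was no longer past the limma threshold (fitted log2 ratio 5.18). In combined stress its log2 ratio, against control signals not well above background, was between 1.02 and 3.08, but the transcript was detected on 1 array and so was left out by the fold rule. The fitted difference of combined stress from drought was -3.00 on the log2 scale (limma adjusted p = 0.0040).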

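Table S3 holds 4 transcripts annotated as lipid transfer proteins and 2 as expansins. In drought the lipid transfer proteins Sb09g027600.1, Sb06g016160.1, Sb06g016170.1 and Sb03g039880.1 had log2 ratios of 2.99 ± 1.05, 2.81 ± 1.01, 2.55 ± 0.98 and 2.08 ± 0.91 (SD, n = 3), with limma adjusted p between 0.0023 and 0.022. All 4 lost the limma call without replicate 1, at 2.92, 2.72, 2.46 and 1.95, and all but Sb06g016160.1 also lost it without replicate 3, at 2.50, 2.11 and 1.70. In combined stress the same 4 had log2 ratios of 2.36, 1.54, 1.45 and 1.63, and limma called each of them up (adjusted p between 0.0079 and 0.014). Tested directly against drought, Sb06g016160.1 was lower in combined stress (log2 difference -1.27, limma adjusted p = 0.034). For the other 3 a difference was not shown, which does not exclude one. The expansin EXPB4 (Sb02g010730.1) was well above background on no control array and was at least 7.72-fold higher in drought (limma adjusted p = 0.028), and the call was lost without replicate 1 (fitted log2 ratio 2.74) or replicate 3 (2.70). The expansin-like EXLA1 (Sb02g033070.1) passed the fold rule at a log2 ratio of 1.30 ± 0.25 (SD, n = 3), with limma adjusted p = 0.097, or 0.017 with the replicate block.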

Interestingly, 2 LEA genes were found to be up-regulated exclusively in response to drought, suggesting specific LEAs may have specific unique roles in response to different stress types.

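The LEA transcripts of Table S1 that passed the fold rule in drought alone were Sb01g021320.1 and Sb03g032380.1, 2 of the 14. Sb03g032380.1 was well above background on all 3 drought arrays, on 2 of the 3 combined arrays and on no control or heat array. It was at least 15.1-fold higher in drought (limma adjusted p = 9.3e-04), and without replicate 1 it was no longer past the limma threshold (fitted log2 ratio 5.87). In combined stress its log2 ratio, against the same control signals, was between 2.65 and 4.86. The fitted difference of combined stress from drought was -1.84 (limma adjusted p = 0.079). Another transcript of this gene, Sb03g032380.2, rose in drought (log2 ratio 8.35 ± 1.20, SD, n = 3, limma adjusted p = 6.4e-05) and in combined stress (6.25 ± 0.80, limma adjusted p = 5.3e-05).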

**Figure 4:**
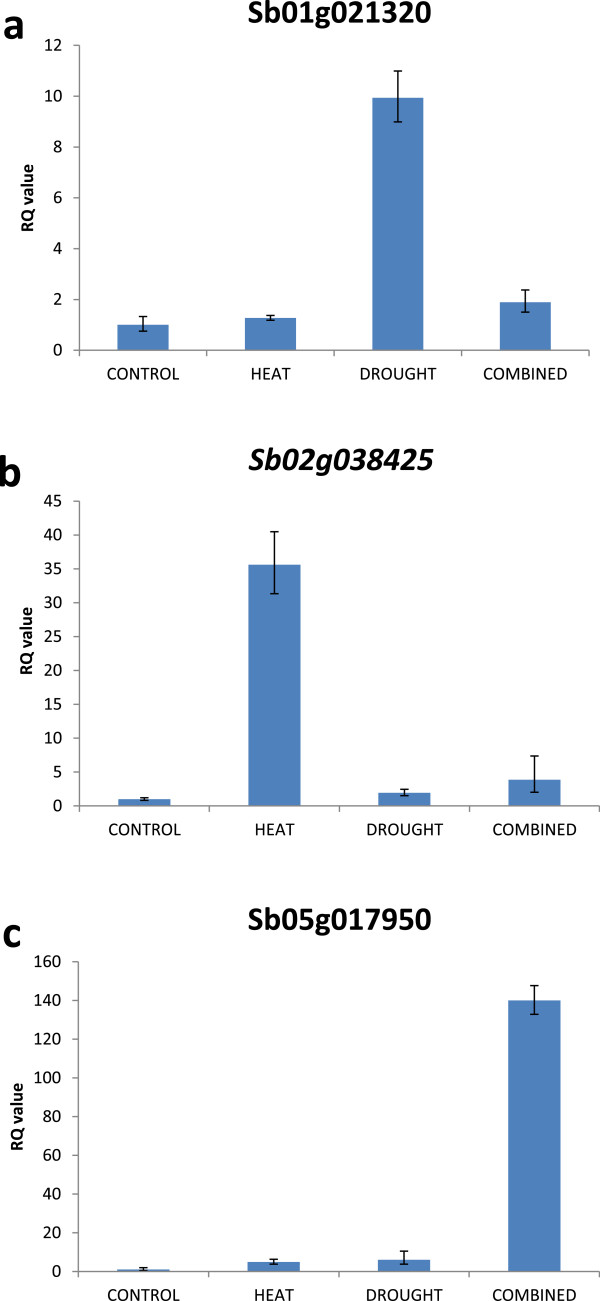
**Relative transcript abundance of genes representative of the gene sets identified as being up-regulated preferentially by either drought stress (a), heat stress (b) or combined heat and drought stress (c).** Error bars represent RQ_MIN_ and RQ_MAX_ and constitute the acceptable error level for a 95% confidence level according to Student’s t-test.

Previous work carried out by Dugas, et al. [21], using next generation sequencing transcriptomic approaches, has identified differentially expressed transcripts in Sorghum leaves following osmotic stress imposed by PEG treatment. In order to determine whether there are differences in the Sorghum response to different types of osmotic stress i.e. PEG treatment compared to the gradual water loss imposed here, we compared the differentially expressed transcripts identified in both studies. Approximately one third of our drought-induced transcripts were in common with those identified by Dugas et al. (Figure 5). GO analysis of these overlapping genes shows an enrichment of genes associated with response to water deprivation, regulation of photosynthesis and response to ABA (Table 2). However, 902 and 807 transcripts were unique to either the PEG treatment or the water withdrawal treatment respectively. GO analysis of the genes unique to the PEG treatment shows an enrichment of genes associated with response to stress and response to reactive oxygen species (Table 3). However, GO analysis of the genes unique to the gradual water withdrawal, shows a strong enrichment of genes associated with wax biosynthesis (Table 4). Different processes therefore seem to be associated with the different stress types.

**Figure 5:**
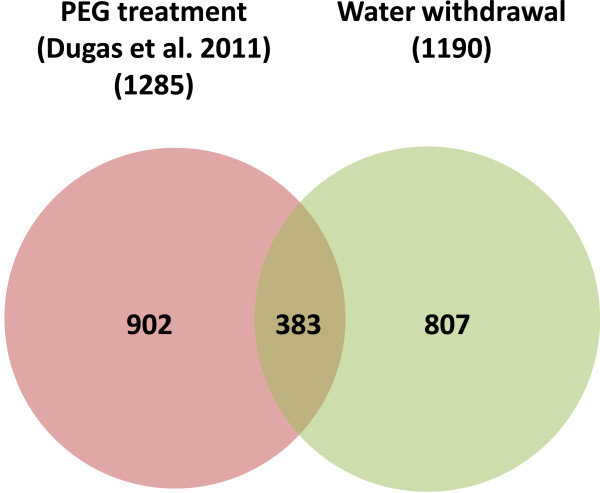
**Venn digaram showing the number of transcripts differentially expressed in response to the gradual drought stress imposed here and in response to the PEG treatment imposed in Dugas et. al **[21]. Only transcripts with a change of > 2 fold are included.

**Table 2:** **Gene Ontology (GO terms) enriched (p < 0.1) in both the differentially expressed genes following the drought treatment imposed here and also in the PEG treatment imposed in the Dugas et al. **[21]

GO ACCESSION	GO term	P-value	% count in selection	% count in total genome
GO:0009644	Response to high light intensity	0.000	6.23	0.49
GO:0009415	Response to water	0.000	9.51	1.62
GO:0009266	Response to temperature stimulus	0.000	13.77	3.57
GO:0009628	Response to abiotic stimulus	0.000	23.93	9.56
GO:0010205	Photoinhibition	0.000	2.62	0.07
GO:0006950	Response to stress	0.000	28.85	14.70
GO:0006970	Response to osmotic stress	0.000	9.84	2.58
GO:0009409	Response to cold	0.000	9.51	2.45
GO:0042548	Regulation of photosynthesis, light reaction	0.000	2.62	0.12
GO:0042221	Response to chemical stimulus	0.000	25.57	13.05
GO:0009408	Response to heat	0.000	6.56	1.29
GO:0009737	Response to abscisic acid stimulus	0.000	8.85	2.38
GO:0043467	Regulation of generation of precursor metabolites and energy	0.000	2.62	0.21
GO:0042538	Hyperosmotic salinity response	0.002	3.28	0.49
GO:0050896	Response to stimulus	0.002	40.33	28.12
GO:0008287	Protein serine/threonine phosphatase complex	0.004	2.95	0.43
GO:0000302	Response to reactive oxygen species	0.008	3.93	0.86
GO:0009314	Response to radiation	0.010	9.18	3.82
GO:0006470	Protein dephosphorylation	0.018	2.95	0.53
GO:0010119	Regulation of stomatal movement	0.019	2.95	0.54
GO:0023057	Negative regulation of signaling	0.021	2.95	0.55
GO:0004722	Protein serine/threonine phosphatase activity	0.065	3.28	0.79
GO:0009719	Response to endogenous stimulus	0.065	12.79	6.94
GO:0008289	Lipid binding	0.066	3.93	1.12

**Table 3:** **Gene Ontology (GO terms) enriched (p < 0.1) in the differentially expressed genes following the Sorghum PEG treatment carried out in Dugas et al. **[21]** but not in the drought treatment imposed here**

GO ACCESSION	GO term	P-value	% count in selection	% count in total genome
GO:0050896	Response to stimulus	0.000	39.6	28.1
GO:0006950	Response to stress	0.000	23.7	14.7
GO:0009642	Response to light intensity	0.000	3.0	0.7
GO:0010035	Response to inorganic substance	0.000	5.5	2.2
GO:0042221	Response to chemical stimulus	0.000	19.9	13.1
GO:0006805	Xenobiotic metabolic process	0.001	1.2	0.1
GO:0009408	Response to heat	0.001	3.9	1.3
GO:0009410	Response to xenobiotic stimulus	0.002	1.2	0.1
GO:0009607	Response to biotic stimulus	0.002	10.0	5.5
GO:0051707	Response to other organism	0.004	9.3	5.1
GO:0009644	Response to high light intensity	0.005	2.1	0.5
GO:0000302	Response to reactive oxygen species	0.008	2.8	0.9
GO:0005576	Extracellular region	0.008	6.4	3.1
GO:0006026	Aminoglycan catabolic process	0.023	1.1	0.2
GO:0009055	Electron carrier activity	0.023	7.6	4.2
GO:0051704	Multi-organism process	0.027	10.7	6.6
GO:0005385	Zinc ion transmembrane transporter activity	0.029	0.8	0.1
GO:0009628	Response to abiotic stimulus	0.029	14.2	9.6
GO:0071577	Zinc ion transmembrane transport	0.029	0.8	0.1
GO:0006030	Chitin metabolic process	0.032	1.1	0.2
GO:0009719	Response to endogenous stimulus	0.041	10.9	6.9
GO:0061134	Peptidase regulator activity	0.083	1.7	0.4

**Table 4:** **Gene Ontology (GO terms) enriched (p < 0.1) in the differentially expressed genes following the drought treatment imposed here but not in the PEG treatment imposed in the Dugas et al. **[21]

GO ACCESSION	GO term	P-value	% count in selection	% count in total genome
GO:0010025	Wax biosynthetic process	0.065	1.50	0.25
GO:0032787	Monocarboxylic acid metabolic process	0.065	5.26	2.35
GO:0042221	Response to chemical stimulus	0.068	18.80	13.05
GO:0016740	Rransferase activity	0.081	25.26	18.90
GO:0043765	T/G mismatch-specific endonuclease activity	0.081	0.60	0.03
GO:0003824	Catalytic activity	0.084	58.95	51.25
GO:0050896	Response to stimulus	0.084	35.19	28.12

### Gene expression responses to heat

Following heat stress, 2765 Sorghum transcripts were up-regulated and 2406 down-regulated (~18% of the genes on the chip in total) (Figure 1 and Additional file 1: Table S4). 

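By the fold rule, 2747 transcripts rose and 2434 fell in heat, or 18.1% of the transcripts on the array. The median log2 ratio was 2.21 for the rises and -1.82 for the falls, and 2.05 and -1.76 with 601 rises and 345 falls at their bound. The replicates were closer to each other than in drought, with median log2 ratios of 2.11, 2.30 and 2.22 for the rises and -1.73, -1.87 and -1.79 for the falls in replicates 1, 2 and 3. limma called 3335 transcripts up and 3294 down, and 2631 and 2252 of these were also past the fold rule. Without replicate 1 the limma counts were 1687 and 1490. Of the rises, 885 were in heat alone and 1524 were shared with combined stress but not with drought, and of the falls 812 and 1506. The 885 had a median log2 ratio of 1.72 in heat and 1.17 in combined stress, and 1.60 and 1.10 over the 694 well above background on all 12 arrays. A direct limma test found 60 of the 885 lower in combined stress than in heat, or 181 with the replicate block, and 135 of the 812 falls less changed there, or 294 with the block. Opposite changes were seen in 49 transcripts that rose in drought and fell in heat, and in 10 that fell in drought and rose in heat. Among transcripts detected in both groups, the largest mean fall in heat was that of the glucosyl transferase UGT72B3 (Sb02g022260.1), with a log2 ratio of -5.82 ± 0.49 (SD, n = 3, limma adjusted p = 0.0012).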

The most enriched promoter motif in the 2765 heat up-regulated genes was found to be, CGCGCCCG which, whilst showing some similarity to CAMTA binding sites, was not identical to known promoter motifs. The second and fourth most enriched sequences, however, had consensuses containing the basic 5 bp heat shock element (HSE) motif, nGAAn (nTTCn in reverse complement) and overlapping with the full triple repeat HSE, nGAAnnTTCnnGAAn (Figure 3). As expected, amongst the transcripts most highly up-regulated in response to heat were a large number of genes encoding Heat Shock Proteins (HSPs) (23 of the top 100 gene changes) and Universal Stress Proteins (USPs) (Table 5). Some of these are unique to heat stress with 5 elevated only in response to this stress type (not expressed in response to heat and drought combined, or drought alone). These *HSP* genes are accompanied by the unique up-regulation of 2 heat shock factors (HSFs) which are known to regulate the expression of HSPs (Wang et al., 2003). 

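Ordered by average fold, the 100 largest changes in heat held 99 rises, and 22 of them are annotated as heat shock proteins and 1 as a universal stress protein. All 22 were well above background on every heat array, and 4 were not well above background on all control arrays. Their median log2 ratio was 8.37 in heat, also with those 4 at their bound, and the 18 measured ones ranged from 5.50 to 12.33. All 22 had a mean ratio above control under every scaling tried. They were taken from the largest changes on these same arrays, so this is not an independent test. The largest was HSP22 (Sb06g017850.1), with a log2 ratio of 12.33 ± 0.72 (SD, n = 3, limma adjusted p = 4.9e-07) in heat and 13.83 ± 1.02 in combined stress. The universal stress protein Sb04g034630.1 was at least 1468-fold higher in heat (limma adjusted p = 4.2e-06), at least 4683-fold higher in combined stress and at least 30.0-fold higher in drought, with 2 of the 3 control arrays well above background. Another universal stress protein, Sb09g005140.1, had a log2 ratio of 3.72 ± 0.53 in heat (SD, n = 3, limma adjusted p = 1.2e-04) and 3.17 ± 1.02 in combined stress.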

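Of the 22 heat shock protein transcripts of Table 5, 21 also passed the fold rule in combined stress and 6 in drought, and 1 passed it in heat alone. That transcript is HSP101 (Sb03g034390.1), at least 1776-fold higher in heat than in control (limma adjusted p = 3.9e-06), with 1 of the 3 control arrays well above background. HSP101 was well above background on all 3 combined arrays too, and at least 7472-fold higher there (limma adjusted p = 6.6e-07), but carried an outlier flag on 1 of them and was therefore not counted as detected. CHIP (Sb07g001340.1), a ubiquitin ligase that interacts with HSC70, passed the fold rule in heat alone, with a log2 ratio of 2.15 ± 0.02 (SD, n = 3, limma adjusted p = 2.9e-04). In combined stress CHIP had a ratio of 1.52 ± 0.63 (limma adjusted p = 0.0015). A difference of combined stress from heat was not shown for CHIP (log2 difference -0.64, limma adjusted p = 0.17), which does not exclude one.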

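The part of Table S6 that was read holds 1 heat shock factor, HSFA3 (Sb04g021490.1). Its log2 ratio was 2.03 ± 0.32 in heat (SD, n = 3, limma adjusted p = 0.025), and it was no longer past the limma threshold without replicate 1 (1.91), without replicate 2 (1.97) or with the array's position on the slide as a factor (1.61). In combined stress the ratio was 0.78 ± 1.76, a spread wider than the ratio itself, and in drought -0.79 ± 0.42. A difference between combined stress and heat was not shown for HSFA3 (log2 difference -1.25, limma adjusted p = 0.22). Whether HSFA3 responds to heat alone therefore stays open.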

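Sb02g038425.1, annotated as similar to the disease resistance protein RPM1, was well above background on all 3 heat arrays, on 1 of the 3 combined arrays and on no control or drought array. It was at least 7.03-fold higher in heat than in control (limma adjusted p = 9.9e-04). Heat was at least 2.77-fold above combined stress on average, but the fitted difference between them did not pass the threshold (log2 difference -2.23, limma adjusted p = 0.092).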

Genes which are up-regulated only by heat stress are represented by Sb02g038425 (Figure 4b). Other highly induced genes are associated with protection from oxidative stress and include ascorbate peroxidase 3 (see Additional file 1: Table S6 for full gene list). 

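APX3 (Sb06g001970.1) had a log2 ratio of 7.48 ± 0.31 (SD, n = 3) in heat and 8.64 ± 0.78 in combined stress, with limma adjusted p = 1.3e-06 and 2.2e-07. In drought the ratio of APX3 was -0.06 ± 0.37, within the spread between replicates (limma adjusted p = 0.93). The difference between combined stress and heat was 1.16 (limma adjusted p = 0.088, or 0.021 with the replicate block).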

Gene ontology analysis of the heat up-regulated genes shows an enrichment of the following categories: response to heat, response to high light, response to ROI and protein folding (Additional file 1: Table S5). Enriched pathways which are in common with the drought stress response include response to ABA and lipid localization whilst other categories such as protein folding are only enriched in the heat gene set (Figure 2a and Additional file 1: Tables S2 and S5).

**Table 5:** **Top 100 genes differentially expressed in response to heat (based on average absolute fold change) compared to control unstressed plants**

SbID	Annotation	Average fold change (Abs)	Regulation
Sb06g017850.1	HSP22.0	5670.2	Up
Sb03g034390.1	HSP101	4552.7	Up
Sb10g012970.1	Peptidyl-prolyl cis-trans isomerase, putative	1854.5	Up
Sb01g039990.1	HSP18.2	1738.0	Up
Sb01g040000.1	HSP18.2	1567.4	Up
Sb04g034630.1	Universal stress protein (USP) family protein	1510.5	Up
Sb06g016710.1	RAP2.6 (related to AP2 6)	1459.0	Up
Sb09g022400.1	Cytochrome-c oxidase	1437.9	Up
Sb06g000660.1	HSP90.1	1425.2	Up
Sb03g003530.1	HSP17.6II (17.6 KDA CLASS II HEAT SHOCK PROTEIN)	1021.6	Up
Sb01g015760.1	Scarecrow-like transcription factor 9 (SCL9)	1018.0	Up
Sb02g042790.1	Unknown protein	1000.0	Up
Sb03g006920.1	HSP18.2 (heat shock protein 18.2)	984.6	Up
Sb04g007585.1	HSP17.6A (HEAT SHOCK PROTEIN 17.6A)	832.2	Up
Sb04g007600.1	HSP17.6A (HEAT SHOCK PROTEIN 17.6A)	820.9	Up
Sb04g030895.1	Unknown protein	785.0	Up
Sb04g030895.2	Unknown protein	710.6	Up
Sb10g008130.1	FTSH6 (FTSH PROTEASE 6)	676.4	Up
Sb05g021400.1	CYP76C2	512.6	Up
Sb02g026070.1	Unknown protein	491.0	Up
Sb03g006900.1	HSP18.2 (heat shock protein 18.2)	451.6	Up
Sb07g028370.1	HSP21 (HEAT SHOCK PROTEIN 21)	451.2	Up
Sb06g030310.1	Pectinesterase family protein	446.2	Up
Sb08g002950.1	Unknown protein	412.0	Up
Sb01g010460.1	BIP1	364.4	Up
Sb10g007320.1	OPR2	324.5	Up
Sb09g027030.1	Basic helix-loop-helix (bHLH) family protein	318.1	Up
Sb03g006880.1	HSP18.2 (heat shock protein 18.2)	313.4	Up
Sb08g020850.1	Lectin protein kinase, putative	303.8	Up
Sb07g001530.1	Unknown protein	303.7	Up
Sb10g025830.1	Unknown protein	287.7	Up
Sb09g024255.1	EDL3 (EID1-like 3)	261.0	Up
Sb01g015750.1	Unknown protein	253.7	Up
Sb04g030135.1	17.6 kDa class I small heat shock protein (HSP17.6C-CI)	253.0	Up
Sb01g046350.1	HSFA6B	241.9	Up
Sb01g038670.1	Low temperature and salt responsive protein	234.3	Up
Sb01g030345.1	Plant EC metallothionein-like family 15 protein	229.5	Up
Sb02g030040.1	UDP-glucoronosyl/UDP-glucosyl transferase family protein	221.6	Up
Sb05g018030.1	BAG5 (BCL-2-ASSOCIATED ATHANOGENE 5)	213.5	Up
Sb03g006890.1	HSP18.2 (heat shock protein 18.2)	210.9	Up
Sb10g023010.1	MBF1C (MULTIPROTEIN BRIDGING FACTOR 1C)	205.4	Up
Sb05g008770.1	Disease resistance-responsive family protein	204.0	Up
Sb09g023040.1	Phosphatidylethanolamine-binding family protein	203.8	Up
Sb04g027330.1	23.5 kDa mitochondrial small heat shock protein (HSP23.5-M)	197.4	Up
Sb02g026600.1	CYP707A4	195.6	Up
Sb10g007330.1	OPR2	188.9	Up
Sb08g001520.1	No apical meristem (NAM) family protein	188.3	Up
Sb06g001970.1	APX3 (ASCORBATE PEROXIDASE 3)	181.9	Up
Sb03g032910.1	Unknown protein	179.3	Up
Sb03g038160.1	C4H (CINNAMATE-4-HYDROXYLASE)	178.0	Up
Sb03g012940.1	SAG21 (SENESCENCE-ASSOCIATED GENE 21)	177.6	Up
Sb01g027480.1	Unknown protein	170.0	Up
Sb01g008350.1	Glutamate binding	163.9	Up
Sb02g025930.1	GEX1 (GAMETE EXPRESSED PROTEIN 1)	155.6	Up
Sb03g041980.1	Pentatricopeptide (PPR) repeat-containing protein	154.9	Up
Sb09g027890.1	Ferredoxin-related	148.2	Up
Sb10g009970.1	Protein kinase family protein	142.4	Up
Sb10g009090.1	15.7 kDa class I-related small heat shock protein-like (HSP15.7-CI)	140.2	Up
Sb05g027880.1	RCA (RUBISCO ACTIVASE)	137.7	Up
Sb06g016240.1	Nucleic acid binding	134.1	Up
Sb02g025930.2	Unknown protein	129.4	Up
Sb01g040025.1	EDM2; transcription factor	129.4	Up
Sb02g028060.1	Unknown protein	129.0	Up
Sb1058s002010	Unknown protein	119.0	Up
Sb03g005090.1	tRLP7 (Receptor Like Protein 7)	117.8	Up
Sb06g001260.1	ACX4 (ACYL-COA OXIDASE 4)	115.5	Up
Sb01g039436.1	Heat shock cognate 70 kDa protein 2 (HSC70-2)	113.4	Up
Sb09g024180.1	CYC1BAT; cyclin-dependent protein kinase regulator	111.1	Up
Sb07g003040.1	Tyrosine decarboxylase, putative	106.9	Up
Sb07g019840.1	CFIM-25	103.9	Up
Sb01g037590.1	Unknown protein	103.3	Up
Sb01g016900.1	CYP76C1	102.6	Up
Sb07g025210.1	DREB1A (DEHYDRATION RESPONSE ELEMENT B1A)	102.0	Up
Sb02g017220.2	unknown protein	100.3	Up
Sb08g000570.1	unknown protein	98.8	Up
Sb10g003880.1	carboxylesterase/ hydrolase/ hydrolase, acting on ester bonds	98.5	Up
Sb04g024540.1	unknown protein	97.7	Up
Sb10g007430.1	glycine-rich protein	97.6	Up
Sb02g017220.1	Metal ion binding	97.4	Up
Sb03g034980.1	KAT1 (POTASSIUM CHANNEL IN ARABIDOPSIS THALIANA 1)	90.6	Up
Sb01g009370.1	EGY3 (ETHYLENE-DEPENDENT GRAVITROPISM-DEFICIENT AND YELLOW-GREEN-LIKE 3)	90.5	Up
Sb01g039510.1	HSC70-1 (HEAT SHOCK COGNATE PROTEIN 70–1)	90.2	Up
Sb01g037090.1	GolS1 (Arabidopsis thaliana galactinol synthase 1)	89.6	Up
Sb01g014230.1	5PTASE11 (INOSITOL POLYPHOSPHATE 5-PHOSPHATASE 11)	87.2	Up
Sb01g041180.1	HSP21 (HEAT SHOCK PROTEIN 21)	87.1	Up
Sb04g035130.1	17.4 kDa class III heat shock protein (HSP17.4-CIII)	84.7	Up
Sb01g040030.1	HSP17.4	84.5	Up
Sb02g009720.1	Unknown protein	82.8	Up
Sb08g001710.1	MATE efflux family protein	81.6	Up
Sb02g009430.1	UBX domain-containing protein	81.2	Up
Sb01g047480.1	Zinc finger (C3HC4-type RING finger) family protein	79.5	Up
Sb01g039470.1	HSP70 (heat shock protein 70)	77.7	Up
Sb06g027420.1	AOX1B; alternative oxidase	75.1	Up
Sb06g026350.1	Oxidoreductase, 2OG-Fe(II) oxygenase family protein	73.8	Up
Sb10g009140.1	Caleosin-related family protein	73.5	Up
Sb01g003280.1	Zinc finger (C2H2 type) family protein	72.7	Up
Sb06g023160.1	Trypsin and protease inhibitor family protein	72.6	Up
Sb01g004060.1	CYP76C2	72.0	Up
Sb07g016730.1	Unknown protein	70.1	Up
Sb09g030140.1	Glycoside hydrolase family 28 protein	69.4	Up

### Combined heat and drought control the expression of distinct group of genes

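In combined stress 2988 transcripts rose and 2796 fell by the fold rule, or 20.2% of the transcripts on the array. The median log2 ratio was 2.49 for the rises and -1.90 for the falls, with 685 rises and 604 falls at their bound, apart from 2 falls that have none. By replicate, the medians were 2.80, 2.48 and 2.54 for the rises and -2.06, -1.79 and -2.14 for the falls. limma called 4160 transcripts up and 4289 down, and 2935 and 2729 of these were also past the fold rule. Without replicate 1 the limma counts were 2043 and 1819. The split between rises and falls depended on how the arrays were scaled. Scaled on their 8 spike-in probes, whose RNA was mixed with the plant RNA before labelling, and on the assumption that every sample received the same amount of it, the arrays gave 1734 rises and 6247 falls by the fold rule and 2324 and 9924 by limma. That scaling moved the median log2 ratio of all detected transcripts in combined stress from -0.10 to -0.89, so these counts describe changes relative to that shift.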

Following the combined heat and drought stress 3003 transcripts were up-regulated and 2776 were down-regulated (~20% of gene spots in total) compared to the untreated control. 

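Ordered by average fold, 99 of the 100 largest changes in combined stress were rises, and 99 are listed in Table 6. Control was not well above background on all 3 arrays for 45 of the 100, and on none for 29. The supplementary annotation names 20 of the 100 as heat shock proteins, 4 as LEA proteins, dehydrins included, and 1 as a universal stress protein. A putative FK506-binding peptidyl-prolyl isomerase, Sb10g012970.1, had a log2 ratio of 12.59 ± 0.32 (SD, n = 3, limma adjusted p = 1.2e-07) in combined stress and 10.84 ± 0.20 in heat. The largest lower bound among the falls was that of Sb02g031700.1, of an auxin-responsive family, which was at least 63.5-fold lower in combined stress (limma adjusted p = 0.0011) and well above background on 2 of the 3 combined arrays.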

The top 100 gene changes are shown in Table 6 (see Additional file 1: Table S7 for full list). 

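Of the transcripts changed in combined stress, 3468 changed in the same direction in heat, or 60.0% (95% Wilson interval 58.7 to 61.2), and 853 did so in drought, or 14.7% (13.9 to 15.7). The intervals cover counting error only. Without replicate 2 the shares were 51.7% with heat and 31.4% with drought, and with arrays scaled on the spike-in probes they were 41.0% and 8.77%. All treatments share the control arrays, which alone brings their ratios together. This was simulated in 20 draws of 4 groups without any change, with the controls shared in the same way. On average 4.15 transcripts passed the fold rule in both heat and combined stress, and 4.9 in both drought and combined stress. Only 89.25 transcripts in drought, 44.05 in heat and 119.2 in combined stress passed the rule in these draws on average. The simulated overlaps therefore cannot show how far sets of the observed size would overlap by chance. Across the 22546 transcripts tested, which are not independent replicates, the correlation of log2 ratios was 0.847 between heat and combined stress and 0.661 between drought and combined stress, compared with 0.351 and 0.279 in the simulation. Between drought and heat it was 0.365, and 0.383 in the simulation. The simulated groups hold the noise of shared controls without any response. Their correlations therefore cannot show what unrelated responses of the observed size would give, and the likeness of drought and heat stays undecided by them.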

Out of this total of 5779 (both up and down) gene expression changes, a large proportion (60%) were shared with the heat stress only response and 13% were shared with the response to drought (Figure 1). Despite this greater overlap with heat, none of the top 5 promoter motifs enriched in genes upregulated by combined heat and drought contained the basic 5 bp HSE. Indeed the most enriched motif was most similar to the ABRE, (C/T)ACGTGTC (Figure 3). Gene expression changes that were in common in the response to all 3 treatments totalled 438 (335 up-regulated, and 103 down-regulated). These particular genes are associated with the general plant stress response and include heat shock proteins, senescence-associated genes (SAGs) and glutathione transferases (Additional file 1: Table S11). It is not surprising that many of the GO categories enriched following combined stress are in common with those enriched following drought or heat alone (Figure 2). For example, lipid localization and fluid transport, regulation of photosynthesis and protein folding are all enriched in the combined stress gene set (Additional file 1: Table S8). However, some ontological processes appear unique to the combined stress up-regulated transcripts. These include genes associated with protein ubiquitination and aromatic compound metabolism (Figure 2a).

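By the fold rule, 337 transcripts rose and 101 fell in all 3 treatments, which gives 438 in total. Without replicate 2 the counts were 707 and 499, and without replicate 1 167 transcripts fell. A requirement of detection in both groups of each comparison moved them to 256 and 52. Changes in the same direction in both drought and heat numbered 454, and the simulated unchanged groups gave 3.75 on average. Few transcripts passed the rule in those groups, on average 89.25 in drought and 44.05 in heat. The simulated value therefore cannot show the chance overlap of sets of the observed size.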

**Table 6:** **Top 100 genes differentially expressed in response to combined heat and drought stress (based on average absolute fold change) compared to control unstressed plants**

SbID	Annotation	Average fold change (Abs)	Regulation
Sb06g017850.1	HSP22.0	17429.6	Up
Sb03g034390.1	HSP101 (HEAT SHOCK PROTEIN 101)	16893.6	Up
Sb10g012970.1	Peptidyl-prolyl cis-trans isomerase	6262.9	Up
Sb04g034630.1	Universal stress protein (USP) family protein	5788.6	Up
Sb04g030135.1	17.6 kDa class I small heat shock protein (HSP17.6C-CI)	5135.6	Up
Sb06g000660.1	HSP90.1 (HEAT SHOCK PROTEIN 90.1)	4744.9	Up
Sb02g042790.1	Unknown protein	4705.1	Up
Sb09g022400.1	Cytochrome-c oxidase	4527.3	Up
Sb01g015760.1	Scarecrow-like transcription factor 9 (SCL9)	3631.6	Up
Sb03g003530.1	HSP17.6II (17.6 KDA CLASS II HEAT SHOCK PROTEIN)	3174.2	Up
Sb03g006920.1	HSP18.2 (heat shock protein 18.2)	3167.3	Up
Sb01g039990.1	HSP18.2 (heat shock protein 18.2)	2929.5	Up
Sb01g010460.1	BIP1	2856.4	Up
Sb05g021400.1	CYP76C2	2799.2	Up
Sb01g040000.1	HSP18.2 (heat shock protein 18.2)	2561.3	Up
Sb06g030310.1	pectinesterase family protein	2467.5	Up
Sb04g007585.1	HSP17.6A (HEAT SHOCK PROTEIN 17.6A)	2375.8	Up
Sb04g007600.1	HSP17.6A (HEAT SHOCK PROTEIN 17.6A)	2356.4	Up
Sb01g046000.1	Unknown protein	2277.8	Up
Sb10g008130.1	FTSH6 (FTSH PROTEASE 6)	2085.7	Up
Sb06g016710.1	RAP2.6 (related to AP2 6)	1584.4	Up
Sb07g028370.1	HSP21 (HEAT SHOCK PROTEIN 21)	1286.9	Up
Sb08g002950.1	Unknown protein	1276.5	Up
Sb03g006900.1	HSP18.2 (heat shock protein 18.2)	1240.0	Up
Sb07g026340.1	F-box family protein	1180.5	Up
Sb05g018030.1	BAG5 (BCL-2-ASSOCIATED ATHANOGENE 5)	1162.8	Up
Sb02g028060.1	Unknown protein	1142.1	Up
Sb08g020850.1	Lectin protein kinase, putative	1128.9	Up
Sb07g021850.1	Unknown protein	1097.8	Up
Sb09g024255.1	EDL3 (EID1-like 3)	994.9	Up
Sb01g038670.1	Hydrophobic protein, putative	981.7	Up
Sb10g028640.2	Unknown protein	976.7	Up
Sb08g000570.1	Unknown protein	924.9	Up
Sb09g027110.2	Unknown protein	815.4	Up
Sb09g027110.1	LEA protein	806.6	Up
Sb09g027890.1	Ferredoxin-related	769.4	Up
Sb03g029830.1	Unknown protein	744.5	Up
Sb10g023010.1	MBF1C (MULTIPROTEIN BRIDGING FACTOR 1C)	700.8	Up
Sb04g032890.1	Unknown protein	694.9	Up
Sb07g001530.1	Unknown protein	664.5	Up
Sb01g015750.1	Unknown protein	661.5	Up
Sb04g030895.1	Unknown protein	636.7	Up
Sb08g023230.1	Unknown protein	625.0	Up
Sb05g008770.1	Disease resistance-responsive family protein	608.9	Up
Sb04g030895.2	Unknown protein	602.7	Up
Sb03g034280.1	NADP-ME1 (NADP-malic enzyme 1)	582.7	Up
Sb09g023040.1	Phosphatidylethanolamine-binding family protein	569.4	Up
Sb03g006880.1	HSP18.2 (heat shock protein 18.2)	567.1	Up
Sb01g030345.1	Plant EC metallothionein-like family 15 protein	536.6	Up
Sb04g035130.1	17.4 kDa class III heat shock protein (HSP17.4-CIII)	515.5	Up
Sb10g009970.1	Protein kinase family protein	506.1	Up
Sb01g039436.1	Heat shock cognate 70 kDa protein 2 (HSC70-2)	489.0	Up
Sb07g000520.1	CYP71A25	452.0	Up
Sb06g004280.1	Transketolase, putative	449.2	Up
Sb02g026070.1	Unknown protein	441.9	Up
Sb06g001970.1	APX3 (ASCORBATE PEROXIDASE 3)	433.7	Up
Sb09g018420.1	RAB18 (RESPONSIVE TO ABA 18)	428.4	Up
Sb04g027330.1	23.5 kDa mitochondrial small heat shock protein (HSP23.5-M)	421.7	Up
Sb09g027030.1	Basic helix-loop-helix (bHLH) family protein	417.0	Up
Sb03g001130.1	AAA-type ATPase family protein	414.0	Up
Sb07g003040.1	Tyrosine decarboxylase, putative	410.9	Up
Sb03g043410.1	Unknown protein	402.9	Up
Sb07g027140.1	Unknown protein	401.4	Up
Sb02g009430.1	UBX domain-containing protein	386.7	Up
Sb01g046490.1	LEA protein	379.2	Up
Sb02g031940.1	FMO1 (FLAVIN-DEPENDENT MONOOXYGENASE 1)	365.8	down
Sb08g001520.1	No apical meristem (NAM) family protein	343.9	Up
Sb03g006890.1	HSP18.2 (heat shock protein 18.2)	343.6	Up
Sb06g023160.1	Trypsin and protease inhibitor family protein	341.9	Up
Sb10g007320.1	OPR2	339.7	Up
Sb01g040025.1	EDM2	337.0	Up
Sb05g003200.1	Phosphatidylethanolamine binding	335.7	Up
Sb07g003010.1	Tyrosine decarboxylase, putative	335.6	Up
Sb01g008350.1	Glutamate binding	332.5	Up
Sb01g026780.1	Unknown protein	322.7	Up
Sb04g031810.1	Unknown protein	320.5	Up
Sb06g016240.1	Nucleic acid binding	318.6	Up
Sb01g046350.1	HSFA6B	310.5	Up
Sb01g009370.1	EGY3 (ETHYLENE-DEPENDENT GRAVITROPISM-DEFICIENT AND YELLOW-GREEN-LIKE 3)	296.4	Up
Sb03g038160.1	C4H (CINNAMATE-4-HYDROXYLASE)	294.8	Up
Sb02g034590.1	Aconitate hydratase	287.0	Up
Sb05g027880.1	RCA (RUBISCO ACTIVASE)	285.7	Up
Sb03g041980.1	Pentatricopeptide (PPR) repeat-containing protein	284.7	Up
Sb08g005220.1	Unknown protein	272.7	Up
Sb01g039470.1	HSP70 (heat shock protein 70)	271.7	Up
Sb07g014620.1	DNAJ heat shock protein, putative	270.1	Up
Sb09g028410.1	DNAJ heat shock family protein	268.3	Up
Sb03g005090.1	AtRLP7 (Receptor Like Protein 7)	260.8	Up
Sb03g012940.1	SAG21 (SENESCENCE-ASSOCIATED GENE 21)	259.2	Up
Sb02g013190.1	Unknown protein	255.0	Up
Sb07g021840.1	Unknown protein	250.7	Up
Sb02g017220.2	Unknown protein	247.7	Up
Sb10g009090.1	15.7 kDa class I-related small heat shock protein-like (HSP15.7-CI)	246.2	Up
Sb02g017220.1	Metal ion binding	243.7	Up
Sb01g034800.1	Nucleic acid binding	242.5	Up
Sb01g042680.1	HSP70T-2 (HEAT-SHOCK PROTEIN 70 T-2)	235.4	Up
Sb02g030040.1	UDP-glucosyl transferase family protein	230.6	Up
Sb10g000930.1	LEA group 1 domain-containing protein	230.2	Up
Sb10g003700.1	XERO1 (DEHYDRIN XERO 1)	230.2	Up
Sb01g000352.1	ERF1 (ETHYLENE RESPONSE FACTOR 1)	224.2	Up

### Identification of genes responding only when drought and heat occur simultaneously

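By the fold rule, 748 transcripts rose and 1153 fell in combined stress and in neither other treatment. The median log2 ratio of the 748 was 1.77 in combined stress, 0.96 in heat and 0.54 in drought, and that of the 1153 was -1.78, -0.98 and -0.74. Over the 564 rises and 912 falls well above background on all 12 arrays, the medians were 1.68, 0.93 and 0.60, and -1.70, -0.97 and -0.73. In heat 717 of the 748 were above control and 1134 of the 1153 below it, or 95.9% and 98.4%, compared with 54.4% and 56.0% on average in simulated arrays that kept the combined-stress response, left heat unchanged and shared their controls. In drought 559 of the 748 were above control and 1098 of the 1153 below it, or 74.7% and 95.2%. The simulated arrays, with drought unchanged too, gave 53.5% and 55.3% on average. On average over the replicates, 347 of the 748 exceeded 2-fold in heat and 223 in drought, and among the falls 545 and 367. A further requirement of under 1.5-fold in both other treatments left 67 rises and 47 falls. Of the 748, 34 were over 2-fold up in all 3 replicates of another treatment but were not detected on all of its arrays. With the arrays scaled on the spike-in probes the set held 297 rises and 4070 falls.

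Direct limma tests set combined stress against each single treatment over the 1901 transcripts. They found 174 further changed than in heat, or 9.15% (95% Wilson interval 7.94 to 10.5), and 952 further changed than in drought, or 50.1% (47.8 to 52.3). Both intervals treat the transcripts as independent, which they are not, and leave out the spread between arrays. With the replicate block the shares were 38.5% and 65.2%. The share for heat was 0% without replicate 1, 27.3% without replicate 2 and 0.530% without replicate 3, and the share for drought was 6.71%, 37.7% and 51.0%.

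**Figure D1:**
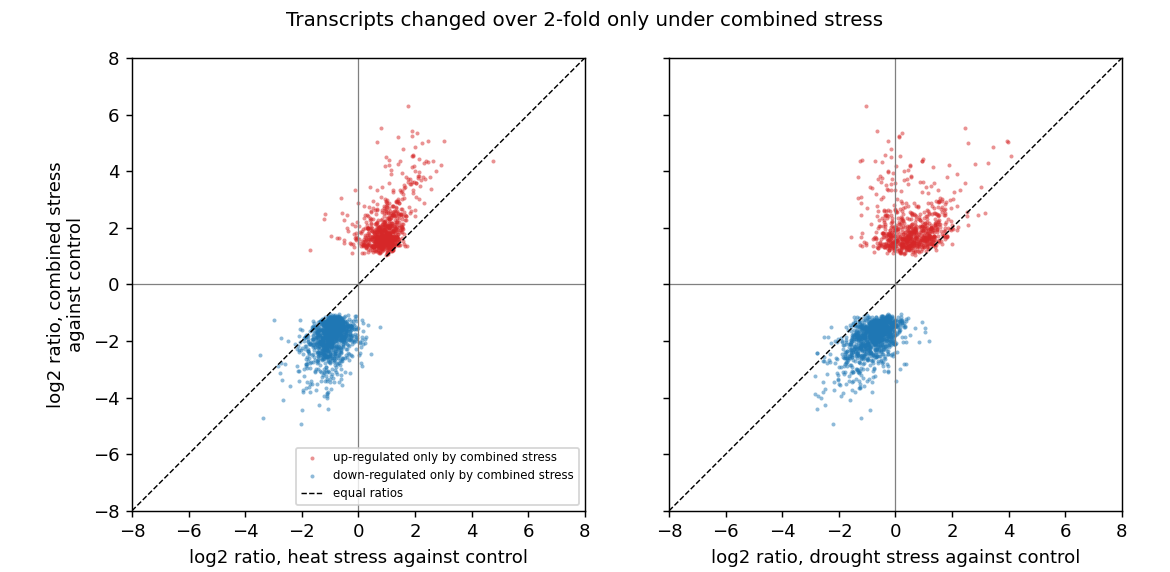
Mean log2 ratio to control in combined stress (vertical axis) against heat (left) and drought (right, horizontal axes) for the 748 rises (red) and 1153 falls (blue) of combined stress alone. Each point is 1 transcript and the dashed line marks equal ratios. In heat 717 of the rises lie to the right of 0 and 1134 of the falls to the left of it.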

Interestingly, a number of genes, 896 and 1147, were significantly up or down regulated, respectively, *only* in response to combined heat and drought stress (Figure 1). Again, the most enriched promoter motif in the 896 up-regulated genes was an ABRE-like motif, and there was no evidence of HSE-like motifs (Figure 6a). Genes uniquely elevated by combined stress, as exemplified by *Sb05g017950* (Figure 4c) include a number of ion transporters. For example, the potassium transporters *AKT1*, *AKT2/3* and *HAK5* were all (up to 8-fold) and specifically up-regulated. As mentioned earlier there is also specificity in *LEA* and *HSP* expression with, in this case, 2 *HSP* and 3 *LEA* genes being uniquely up-regulated following combined stress. A number of genes encoding signalling proteins and transcription factors were up or down-regulated only by combined stress. These include *ATAF1, MYB78* and *WOX1* amongst others (Additional file 1: Table S9). Genes uniquely down-regulated by combined stress include the transcription factors MYB61 and BZIP61. In addition, there is specificity of calcium-binding proteins with the genes encoding OST1, TCH2, CPK16 and CIPK9 specifically being up-regulated following combined stress. Genes encoding the MAP kinases MKK9 and MPK20 are also uniquely expressed. Ontological analysis of the transcripts uniquely up-regulated by combined stress (Figure 6b and c and Additional file 1: Table S10) showed an enrichment of genes involved in polyamine metabolism and in particular spermidine biosynthesis such as spermidine synthase (*SPDS1*) and S-adenosylmethionine decarboxylase (*SAMDC).* The transcriptomic response of Sorghum to combined heat and drought stress therefore appears unique to that when each stress is imposed individually.

**Figure 6:**
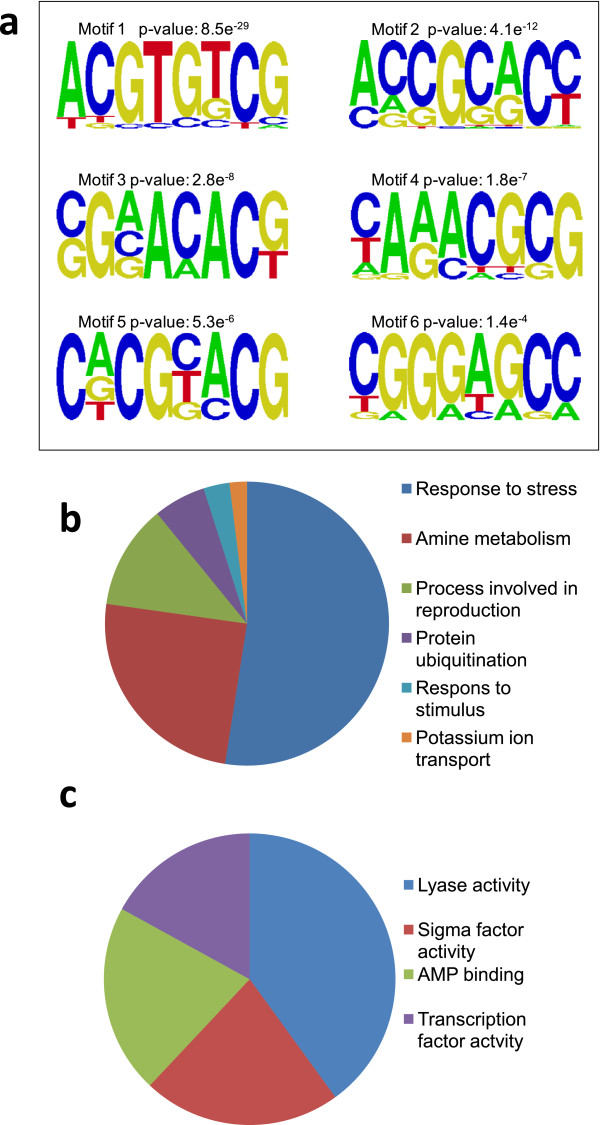
**Analysis of genes up-regulated only by combined heat and drought treatment. (a)** Most significantly enriched sequences found in promoters of genes uniquely upregulated in response to combined heat and drought. Figure shows top 6 statistically significant consensus sequences generating using AMADEUS and enoLOGOS. Probability values representing significance of enrichment (calculated as described in Methods) are shown for each motif. **(b & c)** Ontological analysis showing enriched biological process **(b)** and molecular function **(c)** GO terms p < 0.05. Ontological terms were summarized using the REVIGO tool. Detailed breakdowns of the ontologies are available in Additional file 1: Table S10.

## Discussion

Transcriptomic analyses of plant responses to stress are an effective way in which genes, pathways and processes responsible for plant stress tolerance can be identified. Here, we examined the effect of combined heat and drought stress on the Sorghum transcriptome, using custom designed microarrays containing 28585 individual gene probes. These probes correspond to the latest genome annotation at the time of printing therefore this is the largest microarray study carried out on Sorghum to date.

In response to drought stress we found that expression of ~3.5% of the Sorghum genome was changed by > 2-fold. The genes identified were mostly in known drought-tolerance pathways and there was enrichment of expected promoter motifs. The ABA-responsive element (ABRE) for example, is a known promoter in genes induced by dehydration, salinity and ABA [28]. The number of gene changes identified here is similar to previous studies in which expression of ~4% of the Sorghum genome was changed when subjected to osmotic stress by PEG treatment [21, 22]. Out of our total 1190 drought-induced gene changes 32% were shared with the PEG induced gene changes identified by Dugas et al. using a next generation sequencing transcriptomic approach. There is a significant overlap between the studies although it is clear that the slightly different treatments i.e. a sharp osmotic shock compared to the gradual loss of water have also resulted in the induction of some different response pathways and genes. For example, there is an enrichment of genes associated with response to reactive oxygen species in the transcripts only changed by the PEG treatment whereas there is an enrichment of genes associated with wax biosynthesis in the transcripts only changed by the water withdrawal treatment imposed here. Large quantities of reactive oxygen species (ROI) are generated as an early response to stress [29] therefore reducing ROI levels could be seen as a short term solution to drought. The induction of wax biosynthesis genes on the other hand could result in increased epiculticuar wax which would result in reduced water loss and therefore could be seen as a longer term strategy for survival.

Heat shock resulted in >2-fold changes in expression of 15% of the Sorghum genome. This relatively high level of gene expression changes is not surprising given the acute, severe nature of the heat shock and is comparable to studies in other species [12, 13]. The differentially expressed genes were mostly associated with the heat shock response and again resulted in the expected promoter motifs including CAMTA-like and heat shock elements (HSE) [30].

The combined stress response resulted in 5779 gene changes of which a large proportion were in common with the heat-regulated gene set (60%) and around 13% were shared with the response to drought (Figure 1). Such overlap is understandable: whilst there will be unique challenges presented to the plant when stresses are combined, there is still the need to attend to fundamental issues arising from each stress individually. Reactive oxygen intermediate (ROI) detoxification is required following a number of different stress types [31]. This is displayed here by the enrichment of the GO category ‘response to reactive oxygen species’ in all of the stress types studied (Additional file 1: Tables S2, S5 and S8). Many of the other GO categories enriched by combined stress share elements of those enriched following the other stress types. For example, protein folding is enriched in both the heat and combined stress response and regulation of photosynthesis and water channel activity is also enriched in the drought stress response (Figure 2). It is understandable that similar stresses would require similar downstream processes. This induction of similar pathways can produce cross-tolerance whereby previous exposure to one stress type can provide protection from another [32]. The fact that more genes were found to be in common with the heat stress response is likely to be due the acute nature of the heat shock treatment which results in more synchronised induction of genes.

Despite this large overlap however, there is obvious specificity of gene expression in that there are clear sets of genes which are *only* changed by the combined heat and drought treatment. These specific changes suggest that, similar to what has been found for Arabidopsis and tobacco, Sorghum has a unique transcriptional response to the combined heat and drought stress [16, 17]. 

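Whether combined stress departs from the sum of heat and drought on the log2 scale was tested with the limma contrast of combined stress minus heat minus drought plus control. limma called 0 of the 22546 transcripts at an adjusted p under 0.05 and a size beyond 1, with 1275 above and 1151 below the sum at an unadjusted p under 0.05. The smallest adjusted p was 0.093. With the replicate block there were 2 calls above and 1 below the sum. Array quality weights, whose fit did not converge fully and gave drought replicate 1 a weight of 52.3, gave 1228 calls above and 974 below, and no other alternative gave more than the 22 calls below the sum with spike-in scaling. On simulated data limma recovered 13 of 40 known departures of 2 on the log2 scale and 27 of 40 of 3, and smaller ones were not simulated. Over the 7751 transcripts changed in at least 1 treatment, the median departure was 0.05 and 30.2% departed by over 1 on the log2 scale. Over the 5985 of them well above background on all 12 arrays, these were 0.02 and 25.8%. Among transcripts well above background on all 12 arrays, those that rose in combined stress had a median log2 ratio there of 2.43, against 2.79 for the sum of heat and drought, and those that fell had -1.93 against -2.19. In the set changed in combined stress alone, 257 of the 1901 departed by over 1 in the direction of their change, and the median departure in that direction was 0.20. From the sets of transcripts changed by the combined treatment alone, the paper proposes that Sorghum has a unique transcriptional response to combined heat and drought stress.

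**Figure D2:**
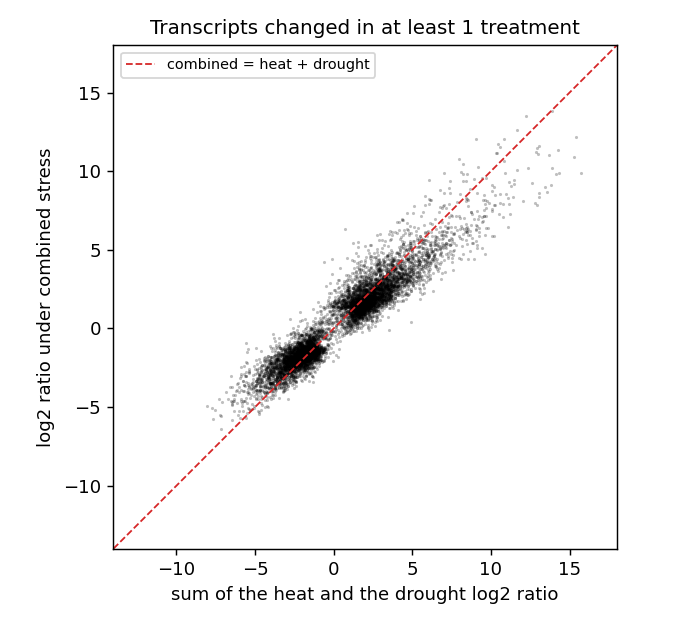
Mean log2 ratio to control in combined stress (vertical axis) against the sum of the log2 ratios in heat and drought (horizontal axis) for the 7751 transcripts changed in at least 1 treatment. Each point is 1 transcript, and the dashed line marks equality. Of these transcripts, 30.2% lie more than 1 above or below the line.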

Sorghum must therefore be able to perceive this combined stress as a unique environmental condition and reacts to it accordingly. Drought is likely perceived by proteins at the plasma membrane. For example, HK1, a transmembrane histidine kinase is thought to be the first component in relaying an osmotic stress signal to the nucleus [33]. Heat stress is sensed by a complex network of sensors which include plasma membrane proteins and components of the unfolded protein response [34]. The sensing of combined heat and drought would require crosstalk between these sensor systems, or more unlikely, a totally separate sensor for this purpose.

Specificity may also arise at the level of signal transduction. For example, mitogen-activated protein kinase (MAPK) cascades are important signal transducers. These are known to be activated by a number of abiotic stresses and can introduce specificity into a system [35]. Interestingly, there are a number of genes encoding MAP kinases, such as MPK20, which are only elevated by combined stress. Additionally, a number of genes encoding calcium-interacting proteins are specifically elevated such as CPK16. Calcium is an important second messenger and it is thought that unique calcium signatures can result in the expression of unique sets of genes [36]. Calcium binding proteins control these responses and different isoforms have been found to be induced by different plant stresses [10, 37]. It is therefore possible that the CDPK isoforms elevated here are involved specifically in transducing the combined stress signal.

Once in the nucleus unique transcription factors may be responsible for switching on particular sets of genes. A number of transcription factors are only elevated by combined heat and drought (Figure 2). An example transcription factor is ATAF1 which belongs to the NAC family of transcription factors. This has been found to be induced by a number of stresses in Arabidopsis including drought, salinity and wounding [38] therefore it is possible that this has evolved an alternative role in the combined stress response in Sorghum. The HSFC1 transcription factor which is known to induce HSPs in Arabidopsis is also elevated along with some unique HSPs. 

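The supplementary annotation names 2 joined transcripts HSFC1, and other transcripts of that name were not analysed here. The join runs mainly through lists of transcripts changed in drought or heat. It could therefore hardly reach an HSFC1 transcript changed in combined stress alone. Sb04g008300.1 passed the fold rule in all 3 treatments, with log2 ratios of 6.91 ± 0.57 in drought, 2.13 ± 0.17 in heat and 6.32 ± 0.42 in combined stress (SD, n = 3, limma adjusted p = 7.0e-05, 0.011 and 1.6e-05). Sb10g021800.1 passed it in heat and combined stress, with 3.08 ± 0.90 and 4.19 ± 0.62 (SD, n = 3, limma adjusted p = 2.2e-04 and 2.3e-05), and had 0.91 ± 0.82 in drought (limma adjusted p = 0.17). For Sb10g021800.1 combined stress was above heat by 1.11 on the log2 scale, with limma adjusted p = 0.10. With the replicate block the limma adjusted p was 0.043.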

Other uniquely elevated chaperones include some LEAs which are hydrophilic proteins involved in stress protection. It is possible that these known chaperone molecules contain different motifs which allow recognition and binding of a specific set of molecular targets (Olvera-Carrillo, 2011) and has similarly been shown to be the case in the combined stress response of Arabidopsis [17]. It must be borne in mind however, that these experiments were carried out at one specific time point therefore a detailed time course is required to be able to draw more detailed conclusions.

Amongst other downstream genes regulated by combined stress were those encoding enzymes which are involved in the biosynthesis of polyamines and in particular spermidine such as SAMDC and SPDS1. Polyamines have been implicated in tolerance to multiple stresses including high and low temperature, oxidative stress and salinity [39, 40]. They have been suggested to play a role in ROI scavenging and membrane protection [41]. Perhaps the combined heat and drought treatment results in a higher levels of ROI production than heat and drought treatment individually and therefore higher polyamine levels are required to counteract this. Interestingly, one of the uniquely elevated transcription factors, WOX1, has been shown to physically interact with SAMDC suggesting a possible way in which the activity of this enzyme is regulated by combined stress [42].

## Conclusions

It is clear that there is a degree of plasticity in the Sorghum response to abiotic stress, with evidence for both cross-talk and specificity. This is similar to previous findings in Arabidopsis and tobacco suggesting conservation of mechanisms across species. There are however some elements of the combined stress response which appear unique to Sorghum such as a potential role for polyamine biosynthesis and specific transcription factors and signalling molecules. A functional characterization of these identified genes and pathways is required as they could be used as possible targets for the enhancement of stress tolerance either by marker assisted selection or transgenics. Given the predicted increase in prevalence of drought and heat stress on agricultural land there is a further need to analyse the effect of combined stress on crop species.

## Methods

### Plant growth conditions and stress treatments

Seeds of Sorghum (*Sorghum bicolor L. Moench*.) R16 variety were imbibed overnight in water and surface-sown singly onto soaked 42 mm Jiffy peat pellets (LBS horticulture Ltd, Lancashire, UK). Seedlings were grown in a controlled growth chamber at 28°C day, 23°C night, 12 h photoperiod and set to 0% humidity. Plants were subjected either to control (no treatment), heat, drought or combined heat and drought conditions (6 plants per treatment). These stress assays were developed specifically for Sorghum and are detailed below. Drought stress was applied to the “drought” and “heat and drought” plants by withholding water from 14 days after sowing. At this stage the seedlings had 3 leaves. The remaining plants were well watered. The first visual symptoms of drought stress appeared in the form of leaf curling and slight wilting at 4 days following water withdrawal. This is similar to previous studies in which plants grown under similar conditions showed signs of water stress including a reduction in CO_2_ assimilation and reduced transpiration rate after 4 days of withholding water [43]. Measurements of the ratio of variable fluorescence (F_v_) to maximal fluorescence (F_m_) of plant photosystems can be used as a proxy for the stress status of plants because a reduction in Fv/Fm indicates photoinibition and therefore that a plant is actually experiencing stress [23, 24]. Therefore in order to quantify when drought stress was first starting to have a physiological effect, the F_v_/F_m_ of all of the plants was measured daily using a FluorCam 700mf (Photon Systems instruments, Brno, Czech Republic) on the F_o_, F_m_ and Kautsky effect setting. All plants were dark acclimated for 30 mins prior to measurements. At the timepoint at which the F_v_/F_m_ of the un-watered plants was first significantly lower (error bars showing standard error are no longer overlapping) than that of the watered plants, they were subject to either heat shock by incubation in the dark (to ensure equal levels of light) at 50°C for 3 h (heat and combined treatment) or 28°C for 3 h (control and drought treatment). The youngest 3 leaves were sampled and tissue was pooled for each treatment set. Experiments were carried out in triplicate to give 3 biological replicates. All treatments were carried out at the same time of day for each biological replicate to reduce variation due to circadian/diurnal factors. Tissues samples were harvested into liquid nitrogen and stored at −80°C.

### Microarray design

Custom expression microarrays (4X44K format) for Sorghum were designed and submitted for manufacturing using the Agilent Technologies eArray web-based application (https://earray.chem.agilent.com/earray/). Briefly, Sbicolor release 79 coding sequences were downloaded from http://www.plantgdb.org/SbGDB/, based upon these 29289 CDS sequences, 28585 microarray probes (60 mer oligonucleotides) were designed. In addition, for 10 of the longest CDS, 10 tiling probes were also designed. These probes were randomly laid out onto the 4X44K microarray design format by eArray, along with default Agilent control probes (Agilent Technologies UK Ltd., Wokingham, Berkshire, UK), and 10 additional replicate probes of 100 randomly selected Sorghum CDSs.

### cRNA synthesis and labelling

All products were obtained from Agilent Technologies UK Ltd. (Wokingham, Berkshire, UK) and used according to manufacturer’s protocol unless stated otherwise. Total RNA was isolated using the RNeasy Mini Kit (Qiagen Sussex, UK). The integrity of the RNA was confirmed with analysis by the Agilent 2100 bioanalyzer (Palo Alto, CA) and the Agilent RNA 6000 Nano Kit (Cat no # 5067–1511). RNA (1 μg) was added to 1.2 μL of T7 promoter primer and 5 μL of a “spike-in” control and made to a total volume of 11.5 μL with nuclease free water. The primer and template was denatured at 65°C for 10 mins. The One-Color Low RNA Input Linear Amplification Kit PLUS was used for the synthesis of cRNA as follows: 5 × First Strand Buffer, DTT (to 10 mM), dNTP mix (to 0.5 mM), Moloney murine leukemia virus (MMLV) reverse transcriptase (1 μL stock to 20 μL reaction) and RNaseOut (0.5 μL of stock to 20 μL reaction) were added to the denatured template. The cRNA was synthesized by incubation at 40°C for 2 h and then denaturation at 65°C for 15 minutes. Transcription Buffer (×4), DTT (to 7.5 mM), NTP mix (8 μL stock to 80 μL reaction), PEG (to 4%), RNaseOUT (0.5 μL to 80 μL), inorganic pyrophosphate (0.6 μL to 80 μL reaction), T7 RNA Polymerase (0.8 μL to 80 μL reaction) and Cyanine 3-CTP (2.4 μL to 80 μL reaction) were added. The synthesis of the cRNA was performed by incubation at 40°C for 2 h. The labelled cRNA was purified using the RNeasy Mini Kit (Qiagen, Sussex, UK) according to the manufacturer’s protocol and quantified using a UV–VIS Spectrophotometer.

### Hybridization and washing of microarray slides

The Agilent Hybridization Kit (catalog no. 5188–5242) was used: 2 μg of the labelled sample RNA was added to 10 x blocking Agent, 25 × fragmentation buffer and nuclease free water to total volume of 55 μL. The RNA was fragmented by incubation at 60°C for 30 min. Fragmentation was stopped by the addition of 55 μL 2 × GE Hybridization Buffer HI-RPM. The hybridization was performed for 17 h at 65°C and 10 rpm. Slides were them washed for 1 min in Wash Solution 1; 1 min in Wash Solution 2 (prewarmed to 37°C); and 20 s in acetonitrile. Slides were incubated for 30 s in Agilent Stabilization and Drying Solution (catalog no. 5185–5979). The slides were scanned with the Agilent G2505C Microarray Scanner System (61 × 21.6 mm scan region, 5 μm single pass scanning mode, green dye channel). The accession number for the data series is GSE48205 (data is embargoed for 12 months, but can be accessed from: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=rxmbxmaiogewefw&acc=GSE48205).

### Bioinformatic analysis

The Agilent Feature Extraction Software (v10.7) was used to extract data from scanned microarray images. The extracted data was analysed using GeneSpring GX 11 (Agilent Technologies, CA, USA). Agilent standard scenario normalizations for FE1-color arrays were applied to the data set. 

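The deposited intensity files flag each spot that is well above background and each spot that is an outlier within itself or among the repeats of its probe. Of the probes, 14567 were printed 1 time, 14118 were printed 2 times and 100 were printed 10 times. With every spot of a probe required to be well above background and free of outlier flags, between 21573 and 23683 transcripts were detected per control array, and between 21085 and 22244 per combined array, the lowest range of the 4 groups. All 12 arrays detected 19103 transcripts. No spot was marked as saturated on any array.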

Controls, spots of poor quality and gene probes which were not present in all 3 reps in either the control or treatment samples were excluded from the analysis. This yielded approximately 21000 probes for each control vs. treatment comparison. 

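With the flags of the deposited files, 21705 transcripts were detected on all 3 control arrays or all 3 drought arrays, 22129 for heat and 21986 for combined stress.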

From these selected genes those with a fold-change of >2 in all 3 reps of each treatment were selected. 

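The deposited normalized log2 values allow the choice of control to be checked. The 3 fold changes that Table S1 lists for each transcript were matched in 1188 of its 1190 rows by the ratios of each drought array to the control array of the same replicate number, within 2e-05 on the log2 scale. None was matched by ratios to the mean of the control arrays. For Table S3 the match was 317 of 317, and for the rows read of Tables S4 and S6 it was 1997 of 1998 and 490 of 491. The average folds of all 100 transcripts of Table 1 and all 100 of Table 5 were met within 0.05. The identifiers joined in this way ran in the same order as the array's own numbers in all 2961 neighbouring pairs.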

Gene Ontology term enrichment was determined using agriGO (http://bioinfo.cau.edu.cn/agriGO/) and redundant GO terms were removed using REVIGO (http://revigo.irb.hr/) (medium similarity). Promoter motif analysis was performed using the AMADEUS program (http://acgt.cs.tau.ac.il/amadeus/). Parameters selected for AMADEUS included: promoter length - 1000 bp upstream to the transcription start site; motif length- 8 bp; motif reference database- TRANSFAC. A boot-strapping procedure was performed, which re-runs the entire algorithm on randomly selected gene sets, each with the same size as the real target set, and the lowest *p*-value from each run was recorded. A normal distribution was then fitted to these *p*-values and used to correct the *p*-values of the motifs discovered in the real target set. The corrected score is an estimate of the empirical probability that a motif with the same *p*-value (or lower) could be found in randomly selected gene sets. Fifty cycles of randomizations to obtain fixed p-values were used. The matrices obtained by AMADEUS for each motif were further processed by enoLOGOS (http://biodev.hgen.pitt.edu/cgi-bin/enologos/enologos.cgi), a web-based tool that generates sequence logos.

### Realtime PCR

Quantitative Real Time PCR was used to validate the gene expression data obtained by the microarrays as described previously [44]. cDNA was synthesised from Sorghum RNA using a high capacity cDNA reverse transcription kit (Applied Biosystems, California, USA). qPCR was carried out using an AB 7300 real time PCR system (Applied Biosystems California USA) and Go Taq qPCR master mix (Promega, Wisconsin,USA). Primers were designed using Primer3 (http://frodo.wi.mit.edu/) and synthesized by Invitrogen. Sequences used: Sb03g032380.1 Forward: 5′-TCGGTACTGCTGCAAACAAG-3′ and Sb03g032380.1 Reverse: 3′-CCGTGTTCATCACCTTCTCC-5′; Sb01g021320.1 Forward: 5′-GCGCGTCCGCTATATAATGT-3′ and Sb01g021320.1 Reverse: 3′-CTTGCTGCTGTTGCTGTCTC5′; Sb02g038425.1 Forward: 5′-TGAGGAAGCTTGGGGTAATG-3′ and Sb02g038425.1 Reverse: 3′-CCCATAAGGACGCCAAAGTA-5′; Sb02g003260.1 Forward: 5′-GATGGCTCGATTTCCTTGTC-3′ and Sb02g003260.1 Reverse: 3′-GCCGATGATCTCCTTCTTCA-5′; Sb05g008020.1 Forward: 5′-AAGCGAGCAGTAAACCGTGT-3′ and Sb05g008020.1 Reverse: 3′- GTGATGAGAGGAGGGGAACA-5′; Sb05g017950.1 Forward: 5′- GGCAGCACTAGCAACAACAA-3′ and Sb05g017950.1 Reverse: 3′-GGAAAGTAGCTTCCCCTTGG-5′. These genes were chosen as exemplar genes based on the fact that the microarray data showed that they are highly up-regulated (>2 fold in all 3 reps) following only one of the treatment types i.e. heat, drought or combined stress. 

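Of these exemplar transcripts, Sb02g003260.1 (annotated as an unknown protein) was well above background on all 3 heat arrays, on 2 of the 3 combined arrays and on no control or drought array. It was at least 6.17-fold higher in heat (limma adjusted p = 6.7e-05), and its log2 ratio in combined stress was between 2.54 and 3.06 against control signals not well above background. Sb05g008020.1, annotated as cycloartenol synthase, passed the fold rule in all 3 treatments. It was on no control array well above background, and was at least 52.9-fold higher in combined stress, at least 1.88-fold higher in drought and at least 2.09-fold higher in heat (limma adjusted p = 5.1e-06, 0.042 and 0.0057). Combined stress exceeded heat by 4.66 and drought by 4.81 on the log2 scale (limma adjusted p = 0.0010 and 8.7e-05). The plot of signals per array sets these transcripts beside the other exemplars.

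**Figure D3:**
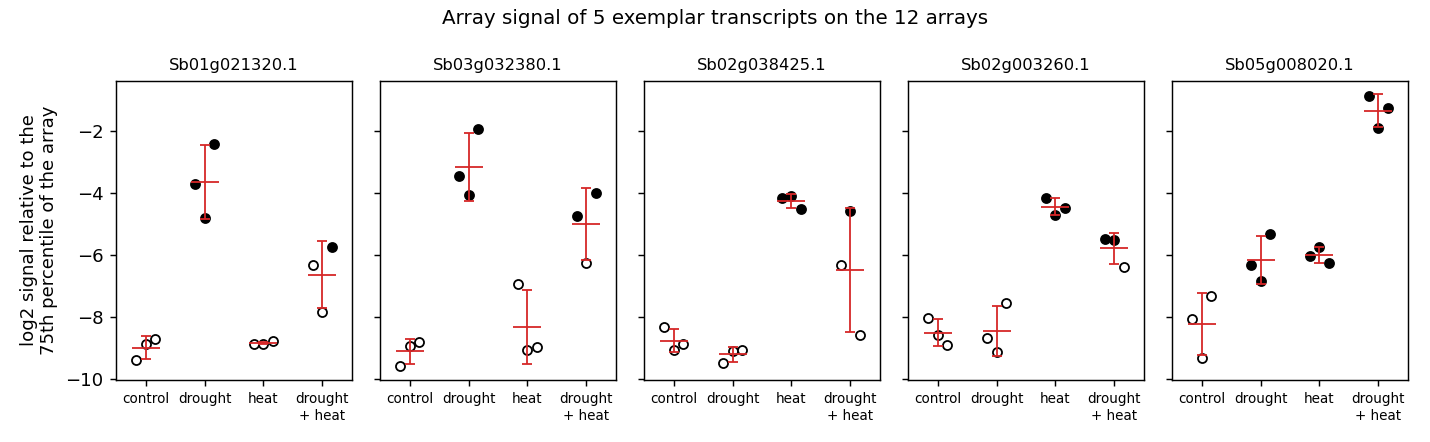
Normalized log2 signal on each of the 12 arrays for Sb01g021320.1, Sb03g032380.1, Sb02g038425.1, Sb02g003260.1 and Sb05g008020.1, with the mean and SD of each group in red. Filled points are well above background and open points are not. No control array is well above background for any of these transcripts.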

Sb03g038910.1 was identified from the microarray as unchanging following each treatment and was therefore used as an endogenous control with the following oligos: Sb03g038910.1 Forward: 5′-AGGTCCTGCTCCAGATCCTC-3′ and Rev: 3′-AAAGGAGAGGGTAGCGGAAG-5′.

### Availability of supporting data

The data set(s) supporting the results of this article are included in the article and are available in the GEO repository, (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=rxmbxmaiogewefw&ac;GSE48205).

## Electronic supplementary material

Additional file 1: Figure S1: The Fv/Fm (variable fluorescence/maximal fluorescence of Photosystem II) measured daily following water withdrawal. **Table S1** - Genes differentially expressed in response to drought. **Table S2** - Gene Ontology (GO) terms enriched (p < 0.05) in the genes differentially expressed in response to drought. **Table S3** - Genes differentially expressed in response to drought only. **Table S4** - Genes differentially expressed in response to heat. **Table S5** - Gene Ontology (GO) terms enriched (p < 0.05) in the genes differentially expressed in response to heat. **Table S6** - Genes differentially expressed in response to heat only. **Table S7** - Genes differentially expressed in response to combined heat and drought. **Table S8** - Gene Ontology (GO) terms enriched (p < 0.05) in the genes differentially expressed in response to combined heat and drought. **Table S9** - Genes differentially expressed in response to combined heat and drought only. **Table S10** - Gene Ontology (GO) terms enriched (p < 0.05) in the genes differentially expressed in response to combined heat and drought only. **Table S11** - Genes differentially expressed in response to all 3 stress types.

How the deposited data were processed for this re-analysis (not part of the article)

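The data are 12 Agilent 1-colour arrays of leaf RNA from Sorghum bicolor seedlings of the R16 variety, 3 each for control, drought, heat and combined stress. Plants were 14 days old when water was withdrawn, 6 plants were used per treatment and the 3 youngest leaves were sampled. Control and heat plants were watered, drought and combined-stress plants were without water for 3 days, and heat and combined-stress plants were exposed to 50°C over 3 h while the others stayed at 28°C. The sample labels and the paper give the same conditions, and the replicate numbers were taken from the labels.

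The authors deposited 1 file of spot intensities per array, as written by Agilent Feature Extraction, with a background-corrected processed signal, the median signal and local background of each spot, and flags for signal well above background, saturation and outliers. These intensities were not normalized between arrays. The authors also deposited a table of normalized log2 values for the same arrays, made in GeneSpring with its standard scenario for 1-colour arrays, whose steps the paper's text does not name. The remaining columns, of spot positions and flags, were used as the authors' software gave them. Every array had 45220 spots.

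From the intensities, log2 of the processed signal was taken and the 75th percentile over the 43803 non-control spots of the array was subtracted. Spots of one probe were averaged on the log2 scale. A probe counted as detected on an array when all of its spots were well above background and carried no outlier flag. The 28785 probes stand for 28587 transcripts, and for the 108 transcripts with more than 1 probe, the probe with the highest mean log2 signal over the 12 arrays was used. The fold rule follows the methods of the paper, with log2 ratios beyond 1 in the same direction in all 3 replicates, each treated array against the control array of the same replicate number, and detection on all 3 arrays of control or of the treatment. The limma fit (version 3.58.1, R 4.3.3) had 4 group means over all 12 arrays with moderated variances, the contrasts of each treatment with control, of combined stress with heat and with drought, and of combined stress minus heat minus drought plus control. Adjusted p-values are Benjamini-Hochberg values from limma, and the calls used an adjusted p under 0.05 with a log2 ratio beyond 1, except that the shares of transcripts differing between combined stress and a single treatment used the adjusted p and the direction alone. Intervals of shares are 95% Wilson intervals, which cover counting error only. Other steps used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

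The signal over background limits which changes can be measured. The median share of spots well above background was 77.4% in control, 79.7% in drought, 78.4% in heat and 77.4% in combined stress, and 19103 transcripts were detected on all 12 arrays. The median SD between replicates of these transcripts on the log2 scale was 0.23 in control, 0.34 in drought, 0.24 in heat and 0.40 in combined stress. No spot was saturated. Where a group was not well above background on all of its arrays, folds are given as bounds.

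The replicate number marks the slide, as the array files show, and the folds of the paper pair arrays by it. The fold rule therefore treats same-numbered arrays as paired. The main limma fit has no term for the replicate number, so its adjusted p-values and calls leave the pairing out. Over 19103 transcripts, the deviations from the group means of same-numbered arrays were correlated above 0.1 in 17 of 18 pairs, from 0.04 to 0.62. A fit with the replicate number as a block was run as an alternative.

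The array files name transcripts by numbers of the genome annotation of the time. Sb identifiers were joined to them by matching the 3 fold changes per transcript in Tables S1, S3, S4 and S6 to ratios of the deposited normalized values within 2e-05 on the log2 scale, and by the average folds of Table 6. This joined 2963 transcripts, and gene names and annotations come from those tables. Transcripts that the paper names but that could not be joined in this way, among them Sb05g017950, Sb03g038910, AKT1, AKT2/3, WOX1, MYB61, TCH2, CPK16, CIPK9, SPDS1 and SAMDC, are not analysed here, nor are the parts of Tables S4 and S6 that were not read and Tables S7 to S11. The transcripts named in the text were chosen by a rule. They are the transcripts the paper names by identifier, those whose annotation carries a symbol or family named in its Results, and the 5 largest mean log2 ratios in each direction and treatment among transcripts detected in both groups, with the 5 largest lower bounds. No transcript qualified for the list of largest departures from additivity, since limma called none.

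The fold rule and the limma fits were tested on simulated arrays with normal noise, the control means of the 22546 transcripts and the spread of each group. The fold rule recovered 86.3% of 80 transcripts changed in drought, 87.5% of 80 in heat and 86.5% of 200 in combined stress, with 99, 43 and 117 false calls. limma recovered 52.5, 58.8 and 76.5% of them, with 6, 1 and 16 false calls, and 40 of 80 departures from additivity with 3 false calls. The simulated changes in drought and heat were of 2 on the log2 scale, and the departures of 2 or 3. In the same way, 4 groups without any change were simulated 20 times, to show how far the shared controls alone make treatments look alike, and again 20 times with the observed response in combined stress and none in heat and drought. The alternatives were quantile normalization, scaling on the median with a floor of 5, normexp background correction with an offset of 50 on the median signal (the files hold no mean signal), scaling on 8 spike-in probes, 2 other detection filters, a fold threshold of 3, a ceiling of 1.5-fold in the other treatments, the mean of the 3 controls, the replicate block, array quality weights, limma's treat, the adjusted p alone, leaving out each replicate, every probe counted, the deposited normalized values and the array position as a factor. Gene ontology, promoter motifs, the comparison with a published PEG experiment and the qPCR are not analysed here, and no genome was used.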

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

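The tests of array position, slide, the brightest probes and the amount of labelled RNA were chosen only after the difference was seen. The spike-in probes are control spots for an RNA mixed with the plant RNA before labelling, and the paper does not report on them. Their mean log2 signal relative to the 75th percentile of the plant probes was 0.79 higher on the combined-stress arrays than on the control arrays, and between 0.60 and 1.15 higher on the separate slides. Relative to the mean of all arrays, the group means were -0.19 in control, -0.32 in drought, -0.08 in heat and 0.60 in combined stress. The lowest combined-stress array, at 0.41, lay above the highest other array, at 0.22. In other words, most plant probes were dimmer on the combined-stress arrays than their spike-ins would give.

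Several technical explanations are argued against by the tables. The 3 arrays of other groups that lay at the positions of the combined-stress arrays had a mean of -0.30, so the array position on the slide does not bring the shift. On each slide the combined-stress array was highest, by 0.50 to 0.60 over the next array, so the slide does not bring it either. With spot medians minus local background medians in place of the processed signal the difference was 0.78, which argues against the background correction by the scanner software. The 100 brightest probes took 31.4% of the summed signal in combined stress, compared with 26.5% in control, 23.2% in drought and 26.2% in heat, and this lowers the rest of the signal by only 0.10. The comparison assumes that every sample received the same amount of spike-in, which rests on the protocol. Less labelled plant RNA for the same amount of spike-in, like more spike-in for the same plant RNA, would lower the percentile and the summed signal by the same factor, but on each slide the percentile fell by more than the sum, by at least 0.48 and at most 0.75, so it is not the whole cause.

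What stays open is a change in how the signal is spread over the probes. Relative to the summed signal of all plant probes, the spike-ins differed between combined stress and control by 0.20 (0.05 to 0.39 on the separate slides), far less than relative to the percentile. This is consistent with signal that moved from probes of middle brightness to brighter ones, and it suggests the hypothesis that combined stress concentrated the leaf's mRNA in fewer, more abundant transcripts. A small part of the difference could still come from less labelled plant RNA or unequal amounts of spike-in, and the total mRNA per leaf was not measured. The shift matters for the count of falls. With spike-in scaling the median log2 ratio of all detected transcripts was -0.89 in combined stress, -0.21 in heat and 0.04 in drought, compared with -0.10, -0.10 and -0.09 with the percentile.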

How the results depend on the processing

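Counting every probe, the deposited normalized values, both together and the array position as a factor were tried only after the data had been seen, and the other alternatives were set before the data were examined. Over 26 results, 376 values were computed under alternatives, and 263 of them lay within 1.5 times the main count or within the interval of the main share. This held for 26 of 26 values with the deposited normalized values, 25 of 26 with quantile normalization, 25 of 26 with median scaling, 23 of 26 without a detection filter, 16 of 16 with every probe counted, 16 of 16 with every probe and the deposited values, 10 of 10 with detection on all 12 arrays, 8 of 8 with the adjusted p alone, 14 of 16 with detection in both groups and 13 of 16 against the mean of the 3 controls. It held for fewer with spike-in scaling (11 of 26), normexp (13 of 26), a fold threshold of 3 (1 of 16), the ceiling of 1.5-fold (0 of 6), limma's treat (2 of 8), the replicate block (4 of 10), array quality weights (4 of 10), the array position (4 of 10), and without replicate 1 (13 of 26), replicate 2 (14 of 26) or replicate 3 (21 of 26). Leaving out probes with a saturated spot was not run, since no spot was saturated. The set tests of heat shock and LEA proteins and the promoter test were not run, for want of an annotation of all transcripts and of a genome.

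The 35 named transcripts kept their direction with the other normalizations and background correction, spike-in scaling, no detection filter, the deposited normalized values, the replicate block, array quality weights, the array position and each replicate left out, and so did those detected on all 12 arrays under that filter. The other alternatives were not run for single transcripts. In the fit as reported, 32 were past the limma threshold. Without replicate 1 13 of the 32 were no longer past it, without replicate 3 6, without replicate 2 1, with the array position 6 and with normexp 1. Newly past it were 3 with array quality weights, 3 with the replicate block, 2 with quantile normalization, 2 with spike-in scaling, 1 with normexp and 1 without replicate 2.

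With normexp background correction the fold rule gave 638 rises and 79 falls in drought, 1585 falls in heat, 1984 rises in combined stress, 21 falls in drought alone, 471 falls in heat alone, 489 rises in combined stress alone, 189 rises and 41 falls in all treatments and a share with drought of 13.1%. limma then called 275 falls in drought, and 1 transcript above and 2 below the sum of heat and drought. The cause was not tested. Quantile normalization gave 3 below the sum and median scaling gave 261 falls in drought by limma, and the cause was not tested for either. Without a detection filter limma gave 92, the share with heat was 58.6% and the share of the combined-only transcripts different from heat was 4.91%, with more transcripts tested. With detection in both groups, 142 transcripts fell in drought and 52 in all treatments, since fewer can pass.

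With spike-in scaling the fold rule gave 1734 rises and 6247 falls in combined stress, 391 rises and 40 falls in drought alone, 355 falls in heat alone, 297 rises and 4070 falls in combined stress alone, and shares with heat of 41.0% and with drought of 8.77%. limma called 2324 rises and 9924 falls in combined stress, 102 falls in drought and 22 transcripts below the sum of heat and drought, and 60.5% and 84.5% of the combined-only transcripts differed from heat and from drought. The scaling lowers every ratio of a combined-stress array alike, and the median of all detected transcripts moved from -0.10 to -0.89 there, which gives fewer rises and more falls. For the counts in drought, in drought alone and in heat alone the cause was not tested.

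A fold threshold of 3, which fewer transcripts can pass, gave 507 rises and 29 falls in drought, 1635 and 999 in heat, 1918 and 1275 in combined stress, 126 and 13 in drought alone, 504 and 375 in heat alone, 647 falls in combined stress alone, 142 and 10 in all treatments and shares of 54.8% with heat and 12.3% with drought. A ceiling of 1.5-fold in both other treatments left 52 rises and 28 falls in drought alone, 145 and 226 in heat alone, and 67 and 47 in combined stress alone. Against the mean of the 3 controls, 119 transcripts fell in drought alone and the shares were 63.9% with heat and 13.4% with drought, and the cause was not tested.

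With the replicate block, which uses the pairing of arrays on a slide, limma called 1556 rises and 678 falls in drought, 2 transcripts above and 1 below the sum, and 38.5% and 65.2% of the combined-only transcripts as different from heat and from drought. The block moved no other limma count by over 1.5 times. Array quality weights gave 2275 rises and 1877 falls in drought, 1228 transcripts above and 974 below the sum, and shares of 64.8% and 86.0%. They rest on a weight of 52.3 for drought replicate 1, from an estimate that did not converge fully. limma's treat, a test of changes over 2-fold, called 259 rises and 0 falls in drought, 1175 and 588 in heat and 1858 and 1075 in combined stress, as a stricter test does. In the ordinary limma fit 2978 transcripts had an unadjusted p under 0.05 with a fall in drought. With the array position as a factor, limma called 321 rises and 13 falls in drought and 2675 and 2508 in combined stress, and the shares were 0.579% and 1.42%. That fit spends degrees of freedom on the positions, and whether position itself matters was not tested by it.

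Without 1 replicate the fold rule asks for fewer arrays and limma has fewer. Over the 3 replicates left out in turn, the rises in drought by the fold rule numbered 984 to 2035 and the falls 264 to 1326, the highest of each without replicate 2. Rises and falls in drought alone numbered 245 to 497 and 83 to 458, and in all treatments 365 to 707 and 121 to 499, again highest without replicate 2. The share with heat was 51.7 to 68.8% (lowest without replicate 2) and that with drought 11.9 to 31.4% (highest without it). By limma, drought gave 69 to 1526 rises and 1 to 470 falls, heat 1687 to 3146 and 1490 to 3001, and combined stress 2043 to 4452 and 1819 to 4234, each lowest without replicate 1. The share of combined-only transcripts different from heat was 0 to 27.3%, and from drought 6.71 to 51.0%, both lowest without replicate 1.

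In the limma counts of rises and of falls in drought, heat and combined stress, and in both shares of the combined-only transcripts, 1 of the 10 splits of 3 against 3 arrays gave a result as large, the real one. With 10 splits chance cannot be excluded in this way. The 3 other splits that part as many of the pairs gave 0 calls, apart from 1 call for combined stress against drought, where a split that parts 1 pair gave 2. For the departures from additivity the real split gave 0 calls, so all 100 drawn splits had to give as many, and they say nothing about chance. Signal over background limits the folds of the 601 rises in heat and 685 in combined stress whose control was not well above background on all arrays.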

Differences from the paper's values

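The settings that use the deposited normalized values or count every probe were chosen only after the data had been seen. The paper gives 380 transcripts as up-regulated in drought alone, and 250 were found here. Of the alternatives set before the data were examined, quantile normalization (255), spike-in scaling (391), leaving out replicate 1 (293) and leaving out replicate 2 (497) come within 1.5 times of the paper's count. Median scaling (209), normexp background correction (175), no detection filter (250), detection in both groups (199), leaving out replicate 3 (245), the mean of the 3 controls (231), a fold threshold of 3 (126) and a ceiling of 1.5-fold in the other treatments (52) do not. The paper's own Table S3 of these transcripts lists 249 rises and 68 falls. With the deposited normalized values and every probe counted, chosen after seeing the values, the count was 250.

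The paper counts 15 proteins of unknown function among the 100 largest changes in drought, and its Table 1 labels 33 of them as unknown proteins. The supplementary annotation names 14 of these so, gives none for 18 and names the other as a known protein. The alternatives do not bear on the labels and were not run for them.

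Other counts differ less. The paper gives 896 transcripts as up-regulated in combined stress alone, and 748 were found here. Under the alternatives set before the data were examined the count was 979 without replicate 2, 975 without a detection filter, 932 without replicate 3, 852 with median scaling, 705 without replicate 1, 671 against the mean of the 3 controls, 641 with quantile normalization, 582 with detection in both groups, 554 with a fold threshold of 3, 489 with normexp, 297 with spike-in scaling and 67 with a ceiling of 1.5-fold in the other treatments. With settings chosen after seeing the values it was 745 with the deposited normalized values, 757 with every probe counted and 755 with both. The paper counts 23 heat shock proteins among the 100 largest changes in heat, and the annotation of Table 5 and the supplementary tables gives 22. With the deposited normalized values and every probe counted, a setting chosen after seeing the values, the counts reached the paper's 966 rises in drought, 2765 rises in heat and 2776 falls in combined stress, its 335 rises and 103 falls in all treatments and its 1147 falls in combined stress alone, the last of which is also printed in Fig. 1b with 37, 1489 and 68 for falls in drought and combined stress, in heat and combined stress, and in drought alone, all equal to the counts under that setting. The same setting did not reach the paper's 224 falls in drought (223), 2406 falls in heat (2404), 3003 rises in combined stress (3000), 380 rises in drought alone (250) or 896 rises in combined stress alone (755), nor the other 2 regions outside the centre of Fig. 1b (15 falls in drought and heat, 797 in heat alone). The 335 rises and 103 falls in all treatments were also reached with the deposited normalized values and 1 probe per transcript, likewise chosen after seeing the values, and the 103 falls without a detection filter.

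The paper presents Sb05g008020 as an exemplar raised by a single treatment. Here Sb05g008020.1 passed the fold rule in all 3 treatments, at least 1.88-fold in drought, 2.09-fold in heat and 52.9-fold in combined stress, and it is listed in the paper's own Table S1. The paper presents Sb01g021320, Sb03g032380 and Sb02g003260 as raised by a single treatment too. Their log2 ratios in combined stress exceeded 1 in each replicate, against control signals not well above background. These transcripts stayed out of that set because 1, 2 and 2 of the 3 combined arrays passed detection. Their other combined signals were not well above background either, so these ratios are not measured folds. The lowest normalized log2 signal well above background was higher on combined arrays (-6.47 to -6.17) than on control arrays (-7.50 to -6.66). The paper also shows Sb01g021320 by qPCR, which is not analysed here. Of the heat shock proteins of Table 5, the paper takes several as raised by heat alone. Here 1 of 22 passed the fold rule in heat alone, and it was also at least 7472-fold higher in combined stress.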

Other observations

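Among the tests here, those of the scaling, the slide and the control array for the drought replicates were set before their results were seen, and the tests of a further advanced drought, of the shared controls, of the threshold, of the heat shock proteins and of the exchanged counts were chosen only after the result was seen.

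The drought arrays of replicates 2 and 3 differed in how far the transcripts responded. Over the 1655 transcripts over 2-fold up in drought replicate 1 and detected on all 12 arrays, the median log2 ratio was 0.90 in replicate 2 and 2.24 in replicate 3. The difference between replicates 3 and 2 stayed at 1.27 or more under each of the scalings, so the scaling of the arrays does not bring it. The control array of the replicate does not bring it, since -15.9% of the mean difference came from the control arrays. Across 19103 transcripts, the difference between the drought arrays of replicates 3 and 2 followed the drought response of replicate 1 with a correlation of 0.692, whereas the correlations for the control and heat arrays of the same slides were 0.0898 and 0.0642, which argues against the slide. The combined-stress arrays, from plants that also went without water, followed it at 0.376. Transcripts are not independent replicates, and these are single arrays. The pattern is consistent with plants of replicate 3 that were further into drought than those of replicate 2, as a hypothesis, and soil or leaf water was not measured. It bears on every drought count, since the fold rule asks for each replicate. Without replicate 2, 2035 transcripts rose in drought in place of 967.

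Most of the transcripts changed in combined stress alone moved the same way in heat. In simulated arrays that kept the response to combined stress, left heat unchanged and shared their controls, at most 57.9% moved the same way. The measured heat arrays gave 95.9% of the rises and 98.4% of the falls, so the shared control arrays do not bring it. The pattern was not specific to heat. In drought 74.7% of the rises and 95.2% of the falls moved the same way, compared with 53.5% and 55.3% on average in the simulation. Whether the threshold passed in each of 3 replicates makes the set look separate from heat cannot be told apart from a real difference with these arrays. The share that differed from heat by limma was 9.15%, or 38.5% with the replicate block, which uses the pairing of arrays on a slide. It was 64.8% with array quality weights, whose estimate did not converge fully, 60.5% with spike-in scaling, 4.91% without a detection filter, 0.579% with the array position as a factor, 0% without replicate 1, 27.3% without replicate 2 and 0.530% without replicate 3. These tests run on transcripts chosen for passing the threshold in combined stress and not in heat, which keeps the question open. A candidate explanation is that part of the set responds to heat below 2-fold and passes the threshold when drought is added.

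The heat shock protein transcripts of Table 5 were higher in combined stress than in heat. The median difference over the 22 was 1.41 on the log2 scale, from 0.63 to 4.27, and 22, 22 and 21 of them were higher in replicates 1, 2 and 3. By limma 3 of the 22 passed an adjusted p under 0.05, or 9 with the replicate block. The difference was 0.87 with quantile normalization, with 19 of the 22 higher, 0.90 with normexp, with 20 higher, and 1.41 with median scaling, with 22 higher. With spike-in scaling, where the median of all detected transcripts was -0.70 for combined stress minus heat, it was 0.73, with 18 of the 22 higher. The lowest median of a replicate under that scaling was 0.36, so the scaling of the combined arrays is not the whole cause. The size of the difference did depend on the scaling, from 1.41 down to 0.73. The hypothesis that plants already in drought respond more strongly to the same heat remains open, and leaf temperature, which could differ between watered and unwatered plants, was not measured.

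The paper's counts of rises in drought alone and in combined stress alone are close to the sizes of other re-derived sets. The paper gives 380 and 896, and 379 transcripts rose in drought and combined stress and 885 in heat alone. Whether counts of neighbouring regions of Fig. 1a were exchanged was examined by adding these counts to counts re-derived from the deposited normalized values with every probe counted. With 380 as the rises in drought alone the drought set came to 1096, compared with the paper's total of 966, and with 896 as the rises in combined stress alone that set came to 3141, compared with 3003. With 380 as the rises in drought and combined stress the drought set came to 967, and with 896 as those in heat alone the heat set came to 2764, each within 1 transcript of the paper's total. The other parts of these sums are re-derived, so they largely restate the likeness of the sizes. The paper's own tables give a separate test. Its Table S3 lists 249 rises in drought alone, in place of 380. Its Table S6 of transcripts changed in heat alone holds 1694, of which not all could be read, and less the falls re-derived here it leaves 877 to 902 rises under 4 settings, at most 19 from 896. These values are consistent with an exchange of neighbouring counts, as a hypothesis found from the same values. Table S9, the paper's list for combined stress alone, is not analysed here. No biological explanation was tested.

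Some genes that the paper lists as changed by combined stress alone were joined through other tables. The paper's list of those genes, Table S9, is not analysed here, and other transcripts can carry the same symbol. Apart from the largest changes in combined stress, the join reached only transcripts that the paper lists as changed in drought or heat. A transcript changed in combined stress alone could therefore hardly be joined. That the transcripts below changed in drought or heat was largely settled by the join and does not count against the paper's list. ATAF1 (Sb09g020750.1) had log2 ratios of 2.53 in drought, 1.51 in heat and 3.00 in combined stress and passed the fold rule in all 3. MYB78 (Sb08g018370.1) had 3.63, 0.86 and 4.70, and OST1 (Sb01g028760.1) had 3.68, -0.24 and 3.65, and both passed it in drought and combined stress. MKK9 (Sb01g010180.1) was at least 3.73-fold lower in drought and at least 5.09-fold lower in combined stress, with limma adjusted p = 0.010 for the latter, and the call was lost without replicate 1 (-3.28) and with the array position as a factor (-2.54). BZIP61 (Sb03g002050.1) was at least 3.13-fold lower in drought and at least 1.94-fold lower in combined stress, with limma adjusted p = 0.10 and 0.057, the latter 0.043 with the replicate block. MPK20 (Sb03g030450.1) passed the fold rule in drought alone, at 1.65 compared with 1.34 in combined stress, with limma adjusted p = 0.078 for drought, or 0.030 with the replicate block, and 0.041 for combined stress, and it passed the limma threshold without replicate 2 (1.93). The transcripts named HAK5 fell. Sb06g014930.1 had -2.08 in heat and -0.88 in combined stress, and its call in heat was lost without replicate 1 (-1.55). Sb07g027710.1 was at least 1.97-fold lower in heat and at least 1.32-fold lower in combined stress, and lost its call in heat with normexp (-0.47).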
